# KIAA1522 potentiates TNFα-NFκB signaling to antagonize platinum-based chemotherapy in lung adenocarcinoma

**DOI:** 10.1186/s13046-020-01684-x

**Published:** 2020-08-27

**Authors:** Boshi Wang, Tiantian Jing, Weilin Jin, Jinnan Chen, Chengsi Wu, Mingrong Wang, Yizhen Liu

**Keywords:** KIAA1522, Lung adenocarcinoma, NFκB, Chemoresistance, Platinum-based chemotherapy

## Abstract

**Background:**

The platinum-based chemotherapy is the first-line regimen for the treatment of Non-small cell lung cancer (NSCLC). However, the therapeutic efficiency is largely limited by tenacious chemo-insensitivity that results in inferior prognosis in a cohort of patients. It has been known that KIAA1522 is aberrantly expressed and implicated in several types of solid tumors including NSCLC. Nowadays, knowledge about this gene is quite limited. Here, we aimed to identify the role of KIAA1522 in lung adenocarcinomas, and the molecular events that underlie KIAA1522-mediated chemoresistance to the platinum.

**Methods:**

Immunohistochemistry were used to detect KIAA1522 expression in clinical NSCLC samples. Then, the survival analyses were performed to assess the link between KIAA1522 expression and overall survival or therapeutic outcome. In vivo depletion of KIAA1522 in adenocarcinoma cells were achieved by adeno-associated virus-mediated sgRNA/Cre delivery into the conditional Kras^G12D^/Cas9 expressed mice, which were designated to identify the roles of KIAA1522 in tumorigenesis and/or chemotherapy responses. The effects of KIAA1522 and downstream molecular events were studied by pharmacology in mice model and assays using in vitro cultured cells. The clinical relevance of our findings was examined by data-mining of online datasets from multiple cohorts.

**Results:**

The clinical evidences reveal that KIAA1522 independently predicts both the overall survival and the outcome of platinum-based chemotherapy in lung adenocarcinomas. By using a *Kras*^*G12D*^-driven murine lung adenocarcinoma model and performing in vitro assays, we demonstrated that KIAA1522 is a critical positive regulator of lung adenocarcinoma and a modulator of cisplatin response. KIAA1522 potentiates the TNFα-TNFR2-NFκB signaling which in turn intensifies recalcitrance to cisplatin treatment. These results were further manifested by integrative bioinformatic analyses of independent datasets, in which KIAA1522 is tightly associated with the activity of TNFα-NFκB pathway and the cisplatin-resistant gene signatures. More strikingly, overexpression of KIAA1522 counteracts the cisplatin-induced tumor growth arrest in vivo, and this effect can be remarkably diminished by the disruption of NFκB activity.

**Conclusion:**

High expression of KIAA1522 is turned out to be an indicator of dismal effectiveness of platinum-based therapy in lung adenocarcinomas. KIAA1522 hyperactivates TNFα-NFκB signaling to facilitate resistance to platinum reagents. Targeting NFκB signaling through small molecule inhibitors may be a rational strategy to conquer chemoresistance and synergize platinum-based chemotherapy in KIAA1522 overexpressed lung adenocarcinomas.

## Background

Lung cancer is the most common type of human malignancy and causes more cancer-related mortality than other diseases worldwide [1]. Non-small cell lung cancer (NSCLC) is the major histological subtypes of lung cancer, which is comprised by lung adenocarcinoma (ADC) and lung squamous cell carcinoma (SCC) [2]. Several therapeutic advances have been achieved in recent years, especially the progress in target therapy and the emergence of immunotherapy [3, 4]. However, a limited number of subtypes are benefited from these two methods and the overall survival rates of NSCLC remain low. Curative surgery is the preferred choice for the majority NSCLC patients in early and late stage. Unfortunately, even the NSCLC patients in the advanced stage underwent complete resection, about 70% patients have dismal prognosis due to tenacious drug resistance [2, 5]. Nowadays, platinum-based chemotherapy remains the cornerstone of routine adjuvant chemotherapy. This approach moderately improves 5-year survival rate, whereas its long-term clinical effectiveness severely impeded by the inherited or acquired resistance to the platinum-based reagents [6–8].

Cisplatin is one of the most widely used and studied platinum-based cytotoxic drugs. But none of specific biomarker that guide cisplatin usage in the clinical practice. Also, there is still lack of effective reagents overcoming cisplatin-resistance. It has been known that some genetic variations and alterations of key signaling pathways can enhance cisplatin insensitivity [9]. NFκB signaling is one of the crucial signaling pathways associated with chemoresistance [10–12]. Hyperactivation of NFκB signaling is implicated in multiple types of cancers, contributing to tumor initiation, development, progression and responses to extracellular stimulations [13]. The transcription factor NFκB is a pleiotropic hetero- or homo-dimer, complexed by RelA/p65, RelB, p52, p50 or c-Rel. The pro-inflammatory cytokine TNFα is a robust upstream regulator of NFκB. Once stimulated by TNFα, the TNF receptors recruit certain cytoplasmic proteins to form an IKK regulating complex to active IKKα/β, then IKKα/β phosphorylates IκB and unleashes p50: p65 complex into nucleus. The activation of NFκB transcriptional factor regulates the expression of certain anti-apoptotic genes, such as XIAP, BCL-2 and BIRC5/survivin, which counteract the cytotoxic effects of cisplatin [14–16]. Notably, there is ample evidence supporting that NFκB is essential for the development and chemoresistance of lung adenocarcinoma [17–20].

The functions of KIAA1522 was not investigated until the recent years. It was reported as an early-diagnostic biomarker in one of our previous work [21]. Furthermore, we found that KIAA1522 promotes NSCLC development via the RAS-MEK-ERK pathway [22]. Otherwise, KIAA1522 accelerates the metastatic ability of esophageal carcinoma cells and breast cancer cells [23, 24]. Here, we describe an unappreciated role of KIAA1522 in potentiating TNFα-NFκB signaling, and thereby give rise to cisplatin resistance. Also, we will explore several research questions: whether KIAA1522 contributes to chemoresistance in experimental lung cancer models. What are the potential mechanisms responsible for KIAA1522-induced chemoresistance? And how can we restore sensitivity to platinum-based therapy in KIAA1522 high expressed ADC samples. These efforts may suggest a future avenue for patients’ treatment.

## Methods

### Patients and samples

The NSCLC samples were procured in the Cancer Hospital, Chinese Academy of Medical Sciences and Peking Union Medical College (CAMS & PUMC). Primary tumor tissues and adjacent non-tumoral lung tissues were excised and pathological diagnoses by experienced pathologists. The tissue samples were fixed with neutral buffered formalin (pH 7.4) and paraffin-embedded for the construction of tissue microarrays. All of the tissues were residual specimens after diagnostic sampling. None of the patients received pre-surgical treatment. The basic clinicopathologic data were listed in **Table S1**. This study was approved by the Ethics Committee/ Institutional Review Board of the Cancer Institute (Hospital), PUMC/CAMS (No. 12–098/632). Written informed consent forms were obtained from patients for sampling and research. And all the methods in our study were carried out in accordance with the approved guidelines.

### Cell culture

The human lung adenocarcinoma cell lines A549 and NCI-H1299 were acquired from the American Type Culture Collection (ATCC, Manassas VA, USA). The murine lung cancer cell line 889-DTC (889) was a kindly provided by professor Winslow [25, 26]. HEK293T cells were acquired from the American Type Culture Collection (ATCC, Manassas, VA, USA). Cell lines were maintained at 37 °C in 5% CO2 in Dulbecco’s modified Eagle medium supplemented with 10% fetal bovine serum.

### Antibodies and reagents

Recombinant human TNFα (AF-300-01A) was purchased from PeproTech. Cisplatin (HY-17394) was from MedChemExpress, QNZ (S4902) and Cycloheximide (CHX) was from Selleck. The primary antibodies used in this work are as follow: KIAA1522 (WB, 1:1000; IHC, 1:200; HPA032050, Sigma ImmunoChemicals, St Louis, MO, USA), Phospho-NF-kB p65 (Ser536) (WB, 1:1000; CST, 3033); NF-κB p65 (WB, 1:1000; CST, 8242), Phospho-IkBα (Ser32) (WB, 1:1000; CST, 2859), IkBα (WB, 1:1000; CST, 4814), Phospho-IKKα/β (Ser176/180) (WB, 1:1000; IHC, 1:150; CST, 2697), IKKα (WB, 1:1000, CST, 11930), TNFR1 (WB, 1:1000, Proteintech, 21,574–1-AP), TNFR2 (WB, 1:1000; IHC, 1:50, Proteintech, 19,272–1-AP), GAPDH (WB, 1:1000, Santa Cruz, sc-25,778), β-actin (WB, 1:2000, Santa Cruz, sc-47,778), Ki67 (IHC, 1:200, GeneTex, GTX16667), cleaved caspase-3 (IHC, 1: 500, CST, 9664).

### Plasmid and lentivirus package

C-terminal Flag-tagged KIAA1522 were cloned into pLVX-IRES-ZsGreen plasmid. The forward shRNA sequences for targeting human KIAA1522 are as follow: sh-1: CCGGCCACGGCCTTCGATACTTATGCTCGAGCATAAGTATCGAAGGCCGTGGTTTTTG; sh-2: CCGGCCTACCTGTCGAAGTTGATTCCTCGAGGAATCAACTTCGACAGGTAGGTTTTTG. shRNA sequences were cloned into pLKO.1 plasmid (Sigma-Aldrich, Missouri, USA). The sgRNAs for targeting mouse kiaa1522 gene are as follow: sg-1: GCCGAGAGTGACAACCGTCA; sg-2: AGTGGGAGACCTCCTCATCT. 

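The files and the GENCODE M21 annotation of GRCm38 list mouse kiaa1522 as C77080 (ENSMUSG00000050390), on the minus strand of chromosome 4 from 129219578 to 129261404. Both sgRNA sequences match its transcripts in the sense orientation, and neither matches a transcript of another gene in full. In the annotated coding transcript drawn in the map of the gene, which has 7 exons and 3039 coding bases, sg-1 lies in exon 2 from 129225983 to 129226002 and is followed by GGG, which has the NGG form that Cas9 needs beside its target. The transcript reads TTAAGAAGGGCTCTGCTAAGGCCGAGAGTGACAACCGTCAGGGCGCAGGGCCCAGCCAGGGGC around this site. A cut 3 bases before GGG would fall after 83 coding bases. sg-2 lies in the same exon from 129225896 to 129225915, and the 3 bases after it are GGA, which do not have the NGG form. The transcript reads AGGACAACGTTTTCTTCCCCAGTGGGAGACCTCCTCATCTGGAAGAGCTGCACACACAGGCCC around it, and a cut 3 bases before GGA would fall after 170 coding bases.

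**Figure D1:**
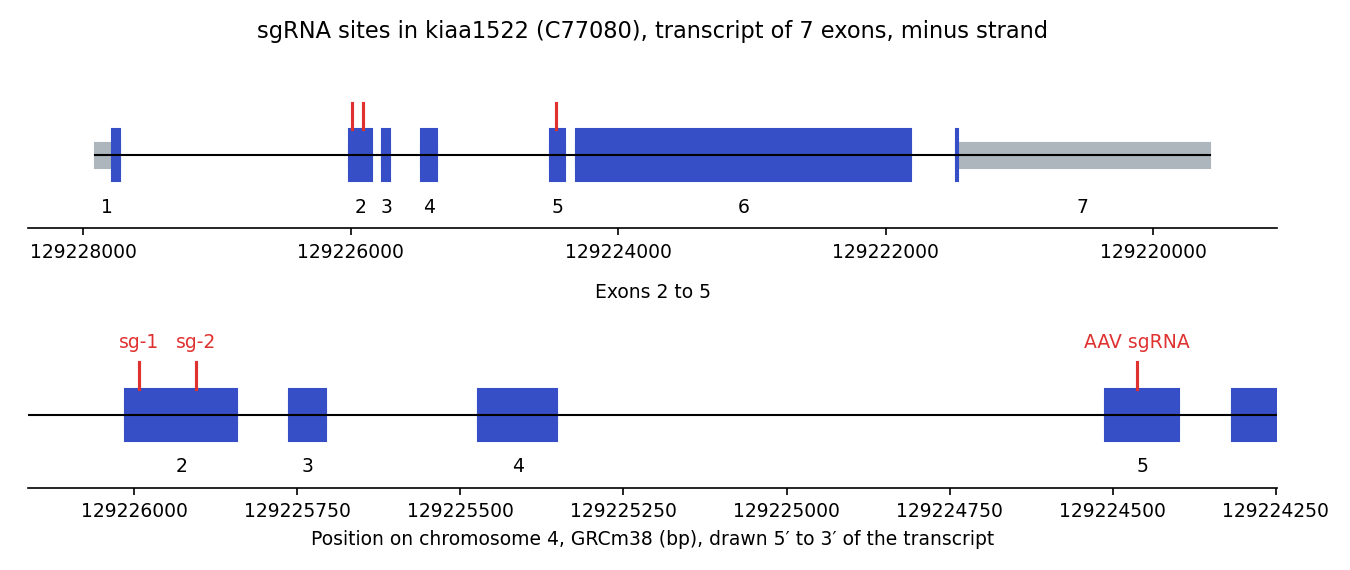
Exons of the coding transcript of kiaa1522 (C77080) against the position on chromosome 4 of GRCm38 in base pairs, drawn 5′ to 3′, with coding exons in blue, untranslated parts in grey and sgRNA sites in red. The lower panel enlarges exons 2 to 5. sg-1 and sg-2 lie in exon 2 and the other AAV sgRNA in exon 5.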

The sgRNA sequences were cloned into lentiCRISPRv2 plasmid which was a gift from Feng Zhang (Addgene plasmid # 52961) [27] The lentiCRISPR-EGFP sgRNA1 plasmid (Addgene plasmid #51760) from Feng Zhang was used as sgRNA control [28]. HEK293t cells were used for lentivirus packaging. Lentiviral vectors expressing target genes were co-transfected with lentiviral packaging plasmids psPAX2 (Addgene plasmid, 12,260) and pMD2.G (Addgene plasmid, 12,259) with Lipofectamine® 3000 (Invitrogen). The medium containing lentivirus was harvested at 48 h and 72 h after transfection and used to infect cultured cell lines. Transduced cells were isolated by puromycin selection or FASC sorting.

### Adeno-associated virus (AAV) production and mice management

The sgRNA sequences for AAV-mediated in vivo kiaa1522 editing are GGAAGTCAGGAAGGCGACGG and GCCGAGAGTGACAACCGTCA. 

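The second of these sequences is sg-1. The first matches the coding transcripts of kiaa1522 in exon 5, on chromosome 4 of GRCm38 from 129224453 to 129224472, and is followed by AGG, which has the NGG form. The transcript drawn in the map of the gene reads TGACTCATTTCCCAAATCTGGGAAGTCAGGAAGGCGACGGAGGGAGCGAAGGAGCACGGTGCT around this site. A cut 3 bases before AGG would fall after 459 of its coding bases, and after 495 and 630 in the other coding transcripts that hold the site.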

Each sgRNA was connected next to a U6 promoter and serially cloned into the pAAV-U6-gRNA v2.0-CMV-NLS-Cre-3FLAG-P2A-EGFP-WPRE vector (OBiO Technology (Shanghai) Corp., Ltd), which express a nuclear localization signal fused Cre protein. The sgkiaa1522-expressing AAV was generated by co-transfection of HEK293T cells with AAV expression vector, AAV helper plasmid and AAV Rep/Cap plasmid. The cells were lysed by a freeze-thaw procedure at 72 h after transfection. The viral particles were purified by iodixanol step-gradient ultracentrifugation and concentrated by a molecular-mass-cutoff ultrafiltration device. a non-sense sequence GCACTACCAGAGCTAACTCA was also cloned into the pAAV vector to generated the sg-control virus. The B6-Gt (ROSA)26Sor^tm1(CAG-LSL-cas9,-tdTomato)/^Nju (LSL-Cas9) mice (from Nanjing University Model Animal Resource Platform) were crossed by *Kras*^*(LSL-G12D)*^ mice (from Shanghai Model Organisms Center, Inc.) to generate the conditionally Cas9/ Kras^G12D^ expressing mice. 8–12-week-old mice were anesthetized by intraperitoneally injection of pentobarbital sodium, and then delivered intratracheally by the recombinant AAV particles (2 × 10^11^/mouse). For in vivo cisplatin treatment, the mice were treated intraperitoneally by cisplatin (3.5 mg/kg B.W.) once a week for one month.

### Allograft/xenograft tumor model and in vivo pharmacology

For in vivo tumorigenesis assays, 5 × 10^5^ 889 cells were subcutaneously injected into C57BL/6 mice (5–6 weeks age) for 1 month. 5 × 10^6^ A549 cells were subcutaneously injected into BALB/c nude mice (5–6 weeks age) for 2 months. The control and KIAA1522-overexpressed A549 cells were subcutaneously injected into C57BL/6 mice. Two weeks later, the mice were subjected to drug treatment: cisplatin (7 mg/kg B.W.) once a week and QNZ (1 mg/kg B.W.) twice a week via intraperitoneal injection. The tumor volumes were measured by the formula: (length×width^2^)/2.

### Colony formation assays

To assess the inhibitory effects of small-molecular reagents in vitro, 1 × 10^4^ cells were seeded in 12-well plates. 72 h later the cells were treated with vehicle, cisplatin (10–20 μM), QNZ (500 nM), or combination for 48 h. Then the cells were fixed by methanol and stained with crystal violet (Beyotime, C0121).

### Cell viability analysis

Cells were seeded at 2000 cells in 200 μL DMEM per well in 96-well culture plates. At the indicated time points, 20 μl Cell Counting Kit-8 reagent (Beyotime, C0039) was added to each well and incubated at 37 °C for 2–4 h. The absorbance values (OD 450 nm) were measured using a spectrophotometer. The absorbance values at 600 nm were used as references.

### Luciferase reporter assay

889 cells with or without TNFα (10 ng/ml) treatment were transiently transfected with NFκB luciferase reporter plasmid (1 μg), and 20 ng of the Renilla luciferase plasmids. 48 h post-transfection, the firefly and Renilla luciferase activities were monitored using the Dual-Luciferase Reporter Assay System (Promega). NFκB signaling activity is determined by the ratio of firefly to Renilla luciferase activity.

### Western blot and co-immunoprecipitation

Cells were lysed by RIPA buffer (Thermo Fisher Scientific, 89,901) with protease inhibitors cocktail (Roche Diagnostics, 05892970001) and phosphatase inhibitor cocktail (Roche Diagnostics, 04906845001). The lysates were clarified by centrifugation at 13000 g for 30 min at 4 °C. Protein concentrations were determined by BCA protein assay kit (Thermo Fisher Scientific, 23,225) followed by boiled with loading buffer. Protein samples (50–150 μg) were separated through SDS-PAGE, then transferred to nitrocellulose filter membrane (Pall Corporation) blocked and incubated with the primary antibodies. After washing with TBST, the blots were incubated with Anti-rabbit IgG HRP-linked antibody (CST, 7074) and Anti-mouse IgG HRP-linked antibody (CST, 7076), then visualized by the SuperSignal West Dura Extended Duration Substrate (Thermo Fisher Scientific, 34,076).

Co-immunoprecipitation (Co-IP) was performed using Protein G–agarose suspension (Millipore, 16–266). The cells were lysed by IP lysis buffer (Beyotime Institute of Biotechnology, P0013), and then incubated by 50 μl of Protein G–agarose suspension for 3 h at 4 °C on a rocking platform to reduce non-specific binding. After removing the beads, the supernatant was supplemented with the primary antibodies followed by incubation for another 3 h at 4 °C. A total of 100 μl of Protein G–agarose was then mixed to each sample, and the incubation was continued overnight on a rocking platform. The immunoprecipitates were collected by centrifugation and washed three times with the TBS. The agarose was boiled with loading buffer and subjected to western blot analysis.

### Immunohistochemistry

The tissue microarrays and slides were deparaffinized, rehydrated, immersed in 3% hydrogen peroxide solution for 15 min, heated in citrate buffer (pH 6.0) for 25 min at 95 °C, and cooled for at least 60 min at room temperature. Between each incubation step, the slides were washed three times with PBS (pH 7.4). After blocked with 10% normal goat serum for 30 min at 37 °C and washed, the slides were incubated overnight at 4 °C with primary antibodies against target proteins and visualized using the PV-9000 Polymer Detection System (GBI, USA) following the manufacturer’s instructions or GTVisionTMIII Detection System/Mo&Rb (GeneTech, GK500710). After washing with PBS, the slides were counterstained with hematoxylin.

### Immunohistochemical assessment and analysis

Protein expression levels were determined on the basis of staining intensity and the percentage of immunoreactive cells. Staining intensity was rated as 0 (negative), 1 (weakly positive), 2 (moderately positive), and 3 (strongly positive). The percentage of immunoreactive cells was graded as 0 (0%), 0.5 (1–10%), 1 (11–20%), 2 (21–50%), 3 (51–80%), or 4 (81–100%). The average of tumor cell staining intensity score multiplied by the percentage of positive cells score represented the final score of one sample. The prognostic value of certain protein was evaluated by univariate or multivariate cox regression analyses in different subtypes of patients using R packages survival and survminer. The Nomogram survival predictive model was constructed using RMS package. The optimal cutoff value of IHC staining scores were estimated by R package maxstat.

### RNA sequencing

Total RNA was extracted by TRIZOL Reagent (Life technologies, CA, USA) according to the manufacturer’s instructions, then checked for RIN numbers to inspect RNA integrity by Agilent Bioanalyzer 2100 (Agilent technologies, CA, USA). Qualified total RNA was further purified using RNAClean XP Kit (Beckman Coulter, Inc. CA, USA) and RNase-Free DNase Set (QIAGEN, GmBH, Germany).

Library construction and sequencing were performed at the Shanghai Biotechnology Corp. RNA libraries were prepared for sequencing using VAHTS Universal V6 RNA-seq Library Prep Kit for Illumina (Vazyme, Nanjing, China) before submitted to Illumina Hiseq 2500 system. Clean data was generated by trimming the adaptor and filtering rRNAs using Seqtk (https://github.com/lh3/seqtk). Then the clean reads were mapped to mouse reference genome (GRCm38) with Hisat2 (version: 2.0.4) to generate the BAM files for each sample. The uniquely mapped fragments of genes were counted by Stringtie (version:1.3.0). Gene expression was evaluated by normalized Fragments Per Kilobase of exon model per Million mapped reads (FPKM) using TMM (trimmed mean of M values) methods. The raw data of RNA sequencing were deposited in Gene Expression Omnibus (GEO accession number: GSE146072).

### Bioinformatic analyses of RNA sequencing results

The bioinformatic analyses were completed through R programming language (version 3.6.2) in RStudio software. In the processed RNA-seq data, the genes with more than 500 total counts were subjected to the edgeR analysis to estimate the fold change of each gene between groups. Under the criterion that FDR q-value≤0.05, and log2FC ≥ 1 or ≤ − 1. The pathway enrichment analysis and the gene-sets enrichment analysis (GSEA) were performed using ClusterProfiler package [29]. The gene expression matrix was transformed to an enrichment score matrix by GSVA package [30] for the comparison of different genesets between groups. The genes significantly down-regulated by KIAA1522-depletion in 889 cells were defined as the KIAA1522 positive regulated genes which were constructed to be a geneset by GSEABase package and subjected to the following data mining analyses.

### Integrative transcriptome analyses of multi-central datasets

We downloaded FPKM-normalized RNA-seq data of TCGA-LUAD and TCGA-LUSC datasets together with the associated sample information using TCGAbiolinks package [31]. The FPKM values were transformed to TPM values for the following calculation. The microarray-derived transcriptome datasets from GEO database were downloaded by GEOmirror package and the sample information were acquired by GEOquery package. The lung datasets include GSE3141, GSE8894, GSE13213, GSE11969, GSE37745, GSE31210, GSE30219, GSE50081, GSE43580 and GSE14814. For the GEO datasets including more than one histological type, the lung adenocarcinoma samples were selected for further usage. The single cell sequencing dataset E-MTAB-6149 [32] was downloaded from the ArrayExpress website. The data was processed by Seurat package [33] for tSNE dimension reduction and clustering. GSVA program was used to determine KIAA1522 signature score and the scores of genesets associated with TNFα-NFκB signaling and cisplatin resistance. Correlation analyses were performed by cor.test function, and visualized by ggpubr package. Datasets containing survival information were used to perform survival analyses and cox regression analyses by survival and survminer package. Cutoff values for the tested factors were estimated by maxstat package. Meta-analyses were performed using metafor package in the fixed-effects model and the visualization was achieved by either forestplot or ggplot2 package. Alluvial diagram was drawn by alluvial package.

### Statistical analysis

Statistical analyses were conducted by GraphPad Prism 8.0 software and R statistical packages version 3.6.2. Significant differences between groups were examined through student’s t-test. The Kaplan–Meier curves were tested by Log-rank test. All *P* values < 0.05 were considered significant.

## Results

### High expression of KIAA1522 indicates resistance to platinum-based chemotherapy in lung adenocarcinoma

Platinum-based adjuvant chemotherapy is the mainstay of post-surgery management for non-small cell lung carcinoma (NSCLC). However, a group of patients experienced drug insensitivity. To identify key genes driving and predicting chemoresistance. We initially screened our previously identified candidate NSCLC biomarkers [21, 34] for their prognostic value in the patients receiving platinum-based chemotherapy. After preliminary immunochemical assays in a few paired NSCLC and non-tumoral tissues, there were twenty-two candidate expression-altered proteins that were tested in a total of 598 primary NSCLC samples plus 500 adjacent non-tumoral lung tissues dissected from 598 patients, showing extremely high expression of these proteins in tumoral specimens (Supplementary Fig. 1A). Univariate cox analyses were used to examine their association with chemotherapeutic outcome, illustrating that the predictive effectiveness of KIAA1522 were more predominant than other proteins (Fig. 1a). Multivariate cox analysis demonstrated that KIAA1522 was an independent prognostic factor in NSCLC, in either patients receiving chemotherapy or all NSCLC patients (Supplementary Fig. 1B). Similarly, in a nomogram predictive model of NSCLC patients, expression levels of KIAA1522 contributed to lower survival rates (Supplementary Fig. 1C-D).

**Fig. 1:**
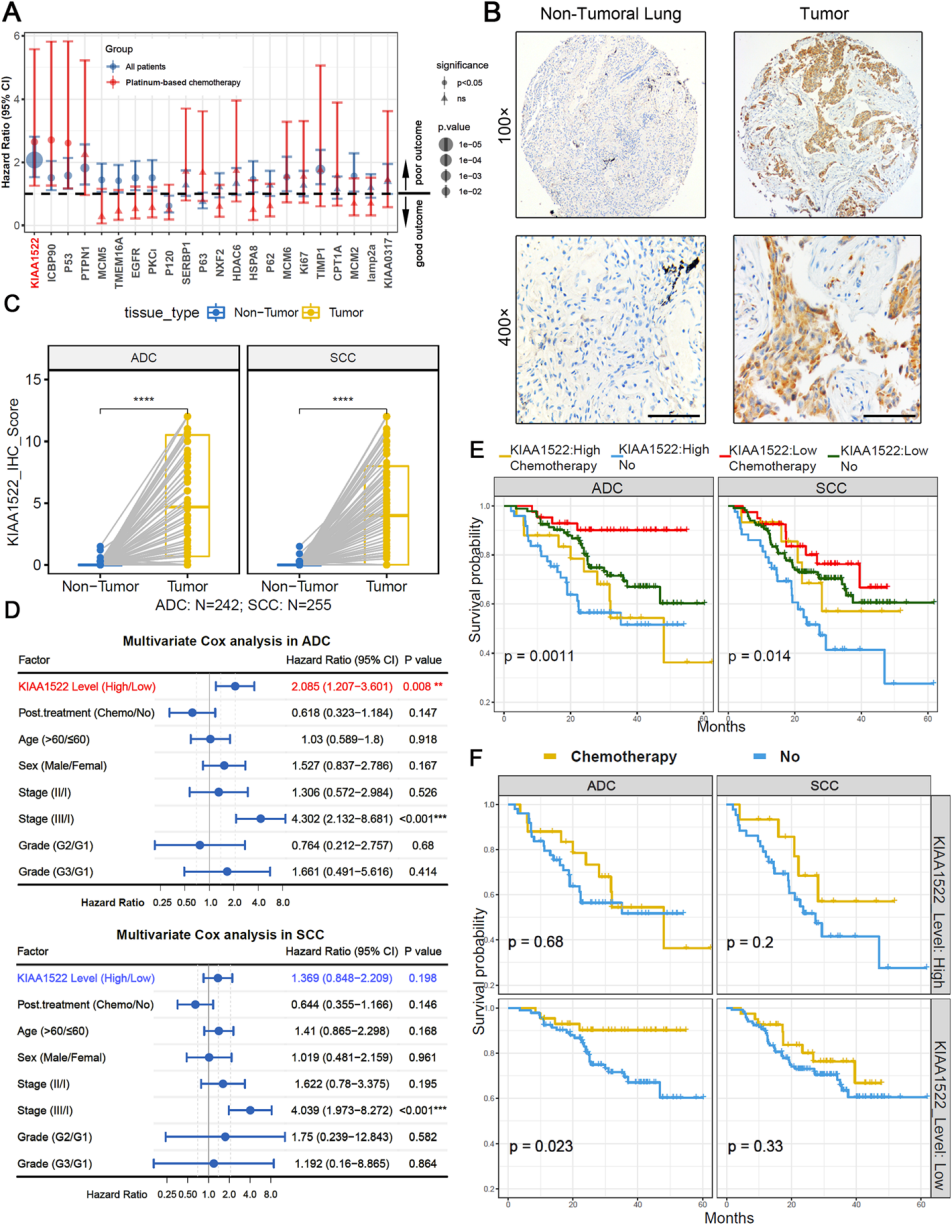
KIAA1522 expression predicts platinum-based therapeutic effectiveness in lung adenocarcinomas. **a** Forest plot shows the hazard ratio with 95% confidence interval of each tested protein. The hazard ratios are estimated by univariate cox analyses in all NSCLC patients (blue) or the patients receiving post-surgery platinum-based chemotherapy (red). The proteins were ranked by the *p*-values in the chemotherapy group. **b-f** Immunohistochemical analyses of KIAA1522 expression in tissue samples from NSCLC patients. **b** Representative images of KIAA1522 immunohistochemical staining in NSCLC specimens and non-tumoral normal lung tissues. Bar = 100 μm. **c** Paired comparisons of KIAA1522 expression in non-tumoral and tumor samples in either lung adenocarcinomas (ADC) or squamous cell carcinomas (SCC), paired t-test, ****P < 0.0001. **d** In ADC and SCC patients, multivariate cox analyses of prognostic values of KIAA1522 levels excluding age, sex, stage, grade and post-surgical chemotherapy. **e** Kaplan–Meier curves show the overall survival of NSCLC patients expressing high/low levels of KIAA1522 protein with or without platinum-based post-surgical adjuvant chemotherapy. **f** Comparisons of prognostic effects of platinum-based chemotherapy in KIAA1522 high expression or low expression groups respectively

Immunohistochemistry assays in paired tumoral and non-tumoral tissues showed that KIAA1522 was significantly elevated in both adenocarcinoma and squamous cell carcinoma (Fig. 1b-c). To distinguish the chemo-sensitive predictive roles of KIAA1522 in different histological subtypes. We performed multivariate cox analyses in adenocarcinoma and squamous cell carcinoma separately. The results revealed that KIAA1522 displayed significant effect in adenocarcinoma patients but not in squamous cell carcinoma (Fig. 1d). In our cohort of NSCLC patients, there is no difference in survival rate between histological types in both chemo-naive and chemotherapy-experienced patients (Supplementary Fig. 1E). The platinum-based chemotherapy seems to improve the survival probability, but hardly separate the Kaplan–Meier curves significantly (Supplementary Fig. 1F). Remarkably, in both ADC and SCC, incorporating the expression levels of KIAA1522 successfully stratified one group of lung adenocarcinoma patients with the most favorable outcomes, who express lower level of KIAA1522 and underwent platinum-based chemotherapy (Fig. 1e). When the NSCLC patients were grouped by histological types and KIAA1522 levels, chemotherapy in KIAA1522-low expression group of adenocarcinomas was more efficient than other groups (Fig. 1f). In TCGA lung cancer datasets, we found that the expression of KIAA1522 elevated in both adenocarcinomas and squamous cell carcinomas (Supplementary Fig. 2A), but only in the adenocarcinoma datasets, KIAA1522 expression connected with poor prognosis (Supplementary Fig. 2B). Above all, the clinical analyses highlight the predictive value of KIAA1522 in both overall survival and survival after platinum-based chemotherapy. Meanwhile, the results suggest the tumor-promoting and chemo-resisting roles of KIAA1522 in lung adenocarcinomas.

### Depletion of KIAA1522 impairs tumorigenesis and potentiates chemosensitivity in *Kras*^*G12D*^-induced murine lung adenocarcinomas

We employed an oncogenic Kras-induced lung adenocarcinoma model to study whether and to what extend KIAA1522 influence tumorigenesis and chemoresistance. The kiaa1522 specific sgRNAs were integrated together with a Cre expressing cascade into recombinant adeno-associated virus (AAV). Then, the rAAVs were delivered intratracheally to the *LSL-Cas9/LSL-Kras*^*G12D*^ mice (Fig. 2a). The mice delivered by control sgRNA and kiaa1522 sgRNA were divided into two groups treated by vehicle and cisplatin respectively (Fig. 2a). After the mice were sacrificed, the lungs were weighted (Fig. 2b), then subjected to Bouin′s staining or HE staining (Fig. 2c). The tumoral lungs in the kiaa1522 sgRNA-introduced mice had reduced lung weights compared to control mice. Upon cisplatin management, the lung weights were further lost in the kiaa1522-edited mice (Fig. 2b). When comparing the tumor burden between groups, we found that down-regulation of KIAA1522 dramatically attenuated *Kras*^*G12D*^-induced lung adenocarcinoma in situ. More importantly, the depleting of KIAA1522 synergistically improved the efficiency of cisplatin in shrinking lung tumors (Fig. 2c-e, Supplementary Fig. 2C). The following survival analysis also substantiated the benefits of KIAA1522 down-regulation which not only elevated the survival rate of tumorigenic mice but also made them more sensitive to cisplatin therapy (Fig. 2f). Coincidently, the combination of KIAA1522 depletion and cisplatin treatment considerably induced apoptosis in vivo, monitored by immunohistochemical staining of cleaved-caspase 3 (Fig. 2g).

**Fig. 2:**
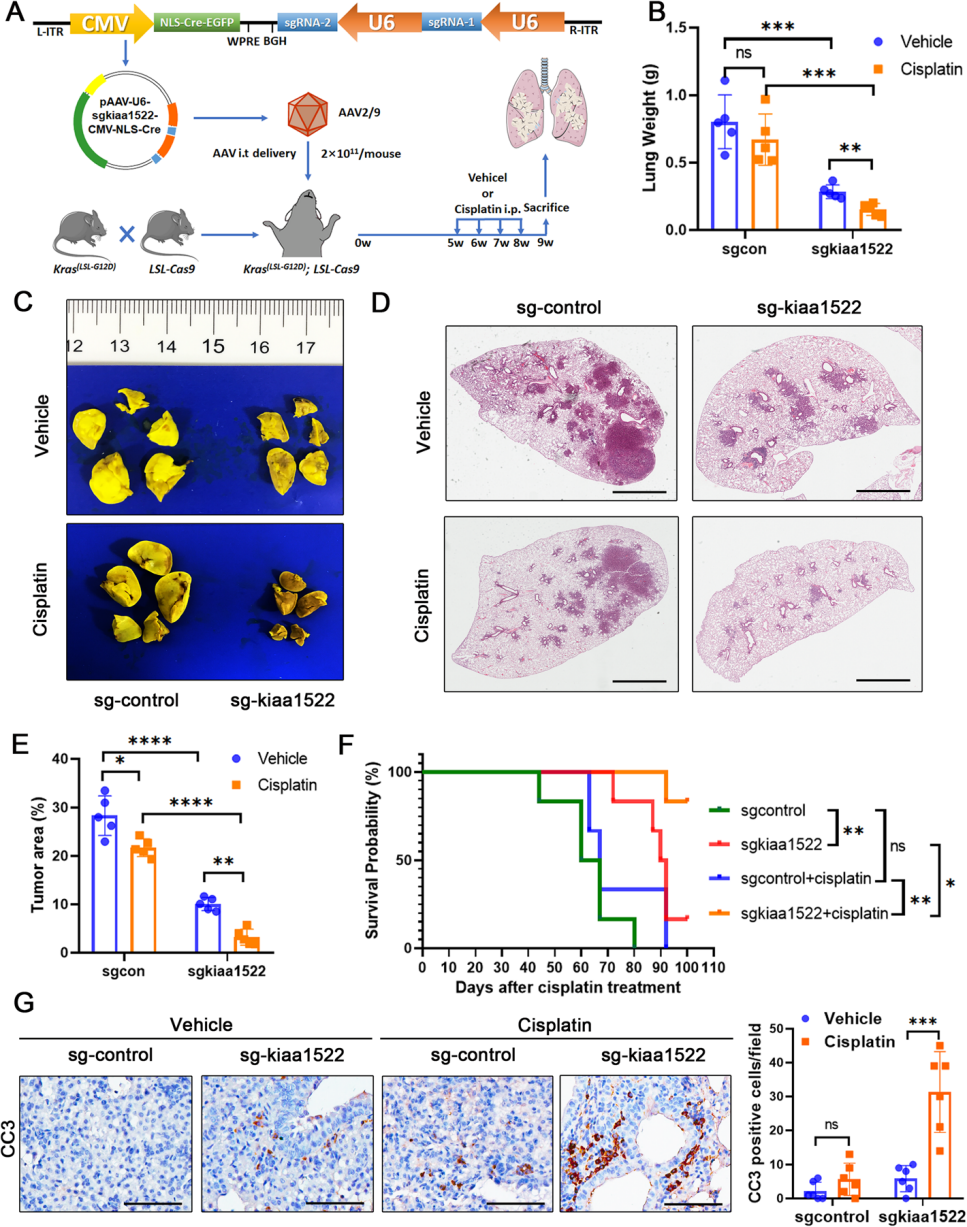
Genetically depletion of kiaa1522 gene impairs *Kras*^*G12D*^-induced lung adenocarcinoma and sensitizes tumors to cisplatin. **a** Schematic showing of adenovirus associated virus (AAV)-mediated kiaa1522 depletion in *Kras*^*G12D*^-induced lung. The *Kras*^*(LSL-G12D)*^, *LSL-Cas9* mice were intratracheal administrated by Cre- and control sgRNA or kiaa1522 sgRNAs-expressing-AAVs. Then, the mice were subjected to i.p. injections of vehicle/cisplatin. **b** The comparison of lung weights in different groups. t-test, **P < 0.01, ***P < 0.001. **c**-**d** Representative image of the lung after Bouin′s staining (**c**) and HE staining (**d**) in each group. **e** The comparison of tumor area in different groups. t-test, *P < 0.05, ****P < 0.0001. Bar = 2 mm. **f** Kaplan-Meier curves show the role of KIAA1522-depletion and/or effect of cisplatin on the outcome of lung cancer in mice. The survival rates were compared between each group. Log-rank test, *P < 0.05, **P < 0.01. **g** Immunohistochemical staining of cleaved-caspase 3 in the lung tumor samples from the indicated mice. t-test, ***P < 0.001. Bar = 100 μm

We also down-regulated KIAA1522 expression in the established lung adenocarcinoma cell lines and analyzed by their tumorigenic capability and cisplatin response. The results showed that loss of KIAA1522 severely impaired subcutaneous tumors (Fig. 3a-b), and reduced the amount of Ki67 positive cells in vivo (Fig. 3c). Moreover, down-regulation of KIAA1522 reduced the IC50 value in response to cisplatin (Fig. 3d). The KIAA1522 depleted cells were more sensitive to cisplatin treatment in vitro (Fig. 3e). Oppositely, overexpression of KIAA1522 rendered the cells chemoresistance to cisplatin (Fig. 3f).

**Fig. 3:**
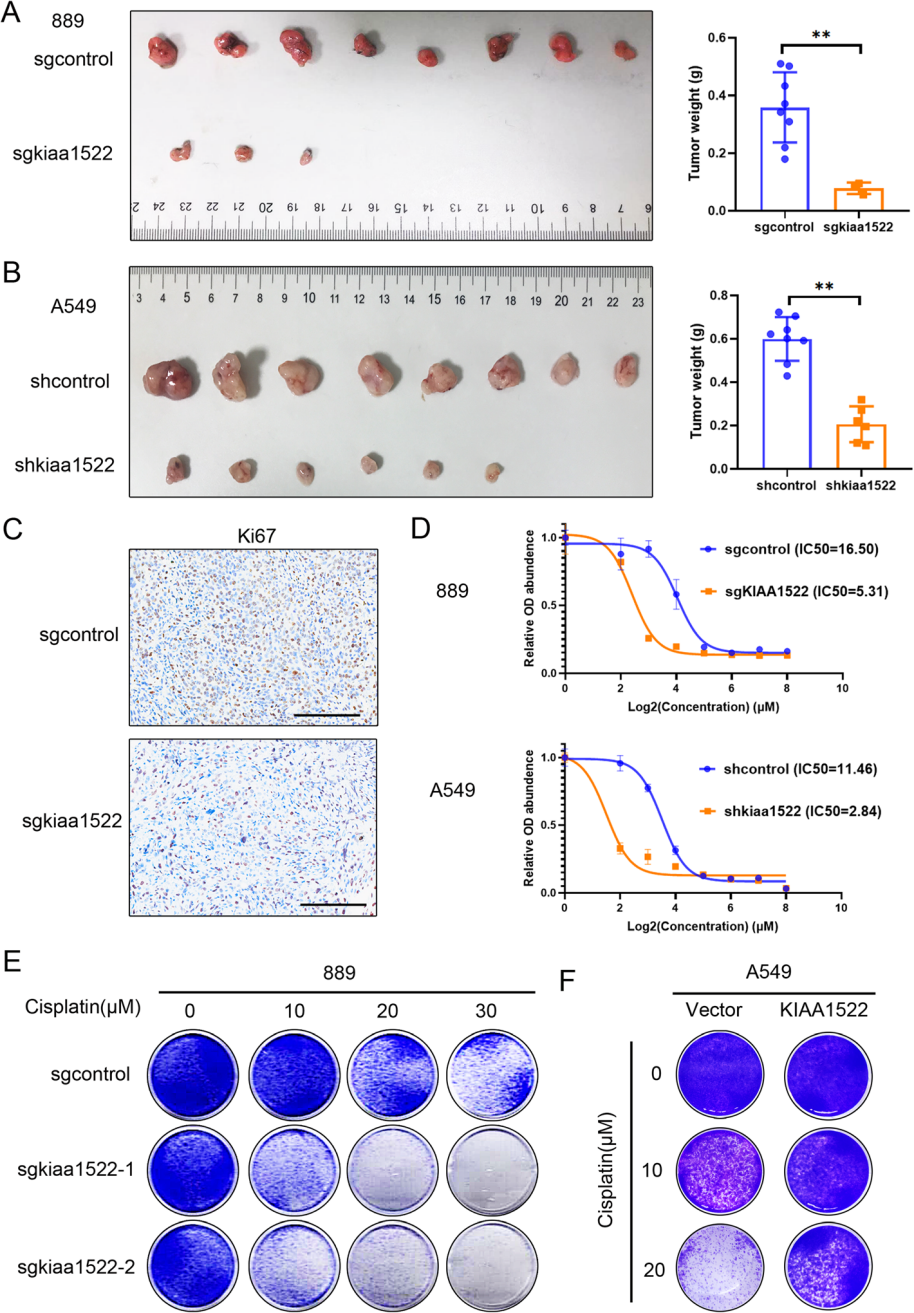
Depletion of KIAA1522 in lung adenocarcinoma cells reduces tumor growth and resistance to cisplatin. **a** Murine cell line 889 with the sgRNA-mediated depletion of KIAA1522 were injected into C57BL/6 J mice subcutaneously. One month later, the mice were sacrificed and the tumor weights were quantified. t-test, **P < 0.01. **b** Human adenocarcinoma cell A549 expressing KIAA1522-shRNA were injected into nude mice subcutaneously. After two months, the mice were subjected to tumor weights quantification. t-test, **P < 0.01. **c** Immunohistochemical staining of Ki67 in control sgRNA/Cas9 or kiaa1522-sgRNA/Cas9 expressing 889 cells. Bar = 100 μm. **d** IC50 of cisplatin in both 889 cells and A549 cells with down-regulated KIAA1522 were analyzed by CCK8 assays. **e**-**f** The inhibitory effects of cisplatin on 889 cells expressing kiaa1522-sgRNA/Cas9 (**e**) or A549 cells overexpressing KIAA1522 (**f**) by colony formation assays

The above results strongly indicate that KIAA1522 is required for both the tumorigenesis and resistance to cisplatin in lung adenocarcinoma, these facts coincide with the clinical relevance of KIAA1522 in lung adenocarcinoma patients.

### KIAA1522 promotes the TNFα-NFκB signaling pathway

To understand the molecular basis of KIAA1522-mediated acquirement of chemoresistance to cisplatin, we performed transcriptional profiling assays to detect dysregulated genes upon KIAA1522 depletion in 889 lung adenocarcinoma cells (Fig. 4a). 

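RNA was sequenced from 3 replicates of these cells, a murine lung cancer line, that expressed Cas9 with a control sgRNA (sgcontrol). Another 3 replicates expressed Cas9 with kiaa1522 sgRNA (sgkiaa1522). The paper does not say whether the replicates were separate cultures or separate transductions. The authors trimmed adaptors and filtered rRNA reads with Seqtk, mapped the clean reads to GRCm38 with Hisat2 and counted the uniquely mapped fragments of genes with Stringtie, and the values used here are these counts per Ensembl gene, without normalization. The paper's text does not name the annotation release, whether the counting used strand, or which of the sgRNAs the sequenced cells carried. The counts summed to 17487797, 18559660 and 16581000 in the sgcontrol libraries (median 17487797) and to 12220001, 18609376 and 17102633 in the sgkiaa1522 libraries (median 17102633). The 10046 genes with more than 500 counts over the 6 libraries, which is the filter of the paper's methods, were normalized by TMM. They were tested with edgeR's quasi-likelihood test, and the biological coefficient of variation was 0.127. The p-values set differences against the spread between replicates. They cannot tell kiaa1522 editing from other differences between the 2 groups of cells.

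The targeted gene, kiaa1522 (C77080), had 2214, 2404 and 2064 counts in the sgcontrol libraries and 2554, 3726 and 3667 counts in the sgkiaa1522 libraries. Its log2 fold change (sgkiaa1522/sgcontrol) was 0.73 (standard error 0.0566, adjusted p = 9.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.73 with the replicate number as a block (adjusted p = 0.0022 from the same test). Its mRNA was thus higher in every library labelled sgkiaa1522 than in every sgcontrol library, so these libraries are named by their labels, and every direction given for them is a direction for libraries in which kiaa1522 mRNA was higher. The 30 exon bases it shares with Yars, an antisense gene, make up 0.520% of its exon length.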

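With the threshold of the paper's methods, an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, 436 genes were lower and 275 were higher in the libraries labelled sgkiaa1522. With the replicate number as a block, 434 genes were lower and 285 higher, of which 426 and 275 were among the genes called without the block. The deviations of same-numbered libraries from their group means had correlations across genes of -0.21, -0.051 and -0.17, with a mean of -0.14, against a mean of 0.071 for libraries with different numbers. Dropping the threshold on the fold change moved the counts most, to 2639 lower and 2638 higher genes. The largest fall among genes past the threshold in which the 2 groups did not overlap was that of Mcpt1, from 573 ± 45 to 15.4 ± 9.88 TMM-normalized counts scaled to library size (CPM; SD, n = 3), a log2 fold change of -5.25 (standard error 0.350, adjusted p = 8.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mcpt1 lies on chromosome 14, whose 343 tested genes had a median log2 fold change of -0.38. It was followed by Gm21982 (-4.64), Fmod (-4.53), Smoc2 (-3.87) and AU021092 (-3.77). Gm21982 shares exons with Haus5 and Rbm42 on the same strand, and had 24, 27 and 649 counts in the sgcontrol libraries. Its adjusted p was above 0.05 with any one of the sgkiaa1522 libraries left out. The largest rise was that of Tnfrsf11b, with 0, 3 and 1 counts in the sgcontrol libraries and 169, 277 and 279 in the sgkiaa1522 libraries, which is at least 87.4-fold higher when the sgcontrol libraries are set to the floor of 3 counts. The log2 fold changes of Slc1a3, Smoc1, Rcn3 and Ly6e, the next 4 genes, were 6.69, 6.64, 6.44 and 6.39, from at most 20 counts in any sgcontrol library. With each library left out in turn, Ly6e ranged from 5.99 to 7.72 and Slc1a3 from 6.29 to 7.22, so their order depends on single libraries.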

Enrichment analysis of KIAA1522 positive regulated genes using HALLMARK signatures showed that the geneset HALLMARK_ TNFA_ SIGNALING_ VIA_ NFKB pathway was on the top of enriched pathways (Fig. 4b), suggesting that KIAA1522 may enhance TNFα-NFκB signaling pathway. This conclusion was further strengthened by gene set enrichment analysis (GSEA) and gene set variation analysis (GSVA) analysis. 

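The HALLMARK sets were not used here. In their place, 7 lists of mouse genes written by hand from general knowledge were counted among the 436 genes lower in the libraries labelled sgkiaa1522, in which kiaa1522 mRNA was higher. The background was the 10046 tested genes, of which 4.34% were lower. Of the 42 tested genes in a list of NFκB targets, 8 were lower (19%, one-sided Fisher's exact test, p = 3.8e-04, adjusted p = 0.0013 over the 7 lists). Among 29 interferon-stimulated genes, 7 were lower (24.1%, one-sided Fisher's exact test, p = 1.9e-04, adjusted p = 0.0013). Of 34 immediate-early genes, which growth factors and serum induce within minutes, 7 were lower (20.6%, one-sided Fisher's exact test, p = 5.4e-04, adjusted p = 0.0013). The list of 50 E2F targets held 7 lower genes (14.0%, one-sided Fisher's exact test, p = 0.0055, adjusted p = 0.0096). Cholesterol synthesis had 3 of 23 (13.0%) and did not pass the adjustment (one-sided Fisher's exact test, p = 0.076, adjusted p = 0.11), and neither did the 23 genes of ERK output, of which 1 was lower (4.35%, one-sided Fisher's exact test, p = 0.64, adjusted p = 0.64). From the place of the TNFα-NFκB geneset among the sets enriched in genes lower after depletion, the paper proposes that KIAA1522 may enhance TNFα-NFκB signaling.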

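The genesets of Fig. 4c-d were not used here, and the same hand-written lists were tested on the fold changes of all tested genes with camera, a test that sets a list against the other genes while allowing for correlation within it. In the libraries labelled sgkiaa1522, in which kiaa1522 mRNA was higher, the NFκB target list had a mean log2 fold change of -0.30 (camera, adjusted p = 0.023 over 7 lists), and -0.31 with the replicate number as a block (adjusted p = 0.019). Of its 42 tested genes, 24 had a log2 fold change below 0, and 17 of them an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 10 that were higher at the same level. Testing every gene with at least 1 count moved this mean most, to -0.72. The immediate-early list had a mean of -0.34 (camera, adjusted p = 0.029), and -0.35 with the block (adjusted p = 0.019). The ERK output list rose, with a mean of 0.24 (camera, adjusted p = 0.023), and 0.24 with the block (adjusted p = 0.020). It was not past 0.05 in gene set enrichment by fgsea on the ranking by log2 fold change (normalized enrichment score 1.31, adjusted p = 0.17). Without the 10 genes that Supplementary Fig. 3C also draws, the other 32 NFκB targets had a mean of 0.021, and without the 11 of the immediate-early list the other 23 had a mean of -0.021. Each of the removed genes fell here, and the paper does not say how the genes drawn were chosen. Larger falls were found for the lists of E2F targets (mean -0.53, camera, adjusted p = 1.1e-07, and 2.8e-08 with the block), interferon-stimulated genes (-0.65, adjusted p = 2.8e-06, and 2.7e-06 with the block) and cholesterol synthesis (-0.48, adjusted p = 1.9e-04, and 2.3e-04 with the block).

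The score of a list in one library was the mean log2 CPM of its genes, each gene centred over the 6 libraries. For the NFκB target list it was 0.16 ± 0.022 in the sgcontrol libraries and -0.16 ± 0.052 in the libraries labelled sgkiaa1522 (SD, n = 3), with no overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).

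**Figure D2:**
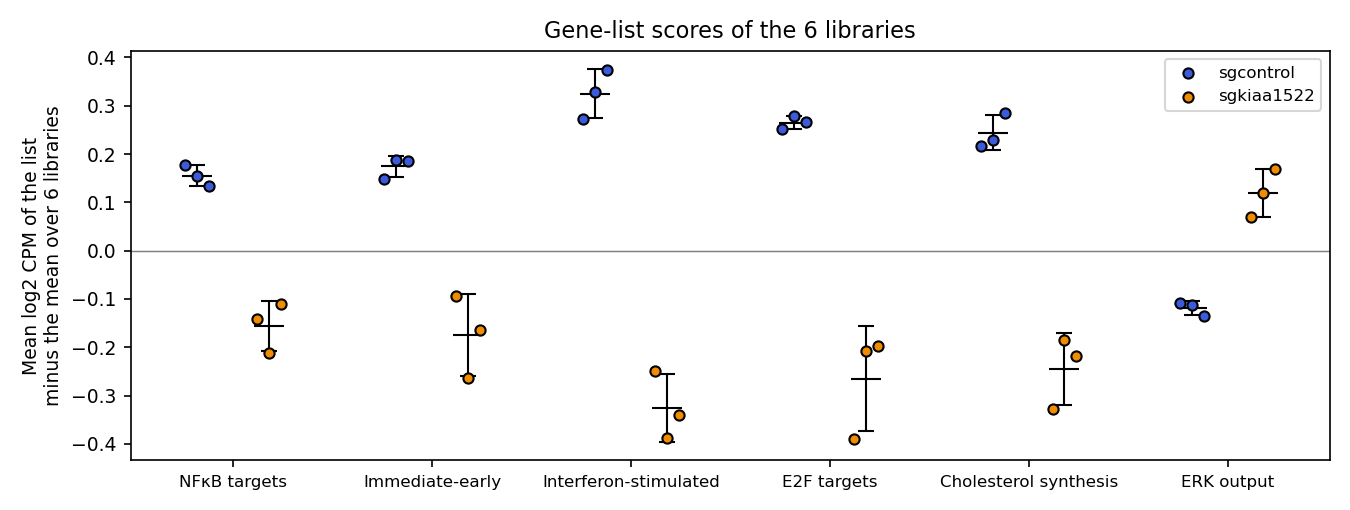
Scores of 6 gene lists, as mean log2 CPM minus the mean over the 6 libraries. Points are libraries, 3 sgcontrol in blue and 3 labelled sgkiaa1522 in orange, with lines at the mean and bars of 1 SD. The ERK output list is higher in the libraries labelled sgkiaa1522, and the other 5 lists are lower.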

GSEA and GSVA results both showed that TNFα-NFκB signaling associated genesets were down-regulated in the KIAA1522 depletion cells (Fig. 4c-d). Similar to TNFα-NFκB signatures, The GSVA scores of cisplatin resistance signatures and cisplatin-responsive signatures were also down-regulated in the 889 cells expressing sg-kiaa1522. While the gene signatures negatively related to cisplatin resistance were up-regulated in KIAA1522 down-regulated cells (Fig. 4e).

**Fig. 4:**
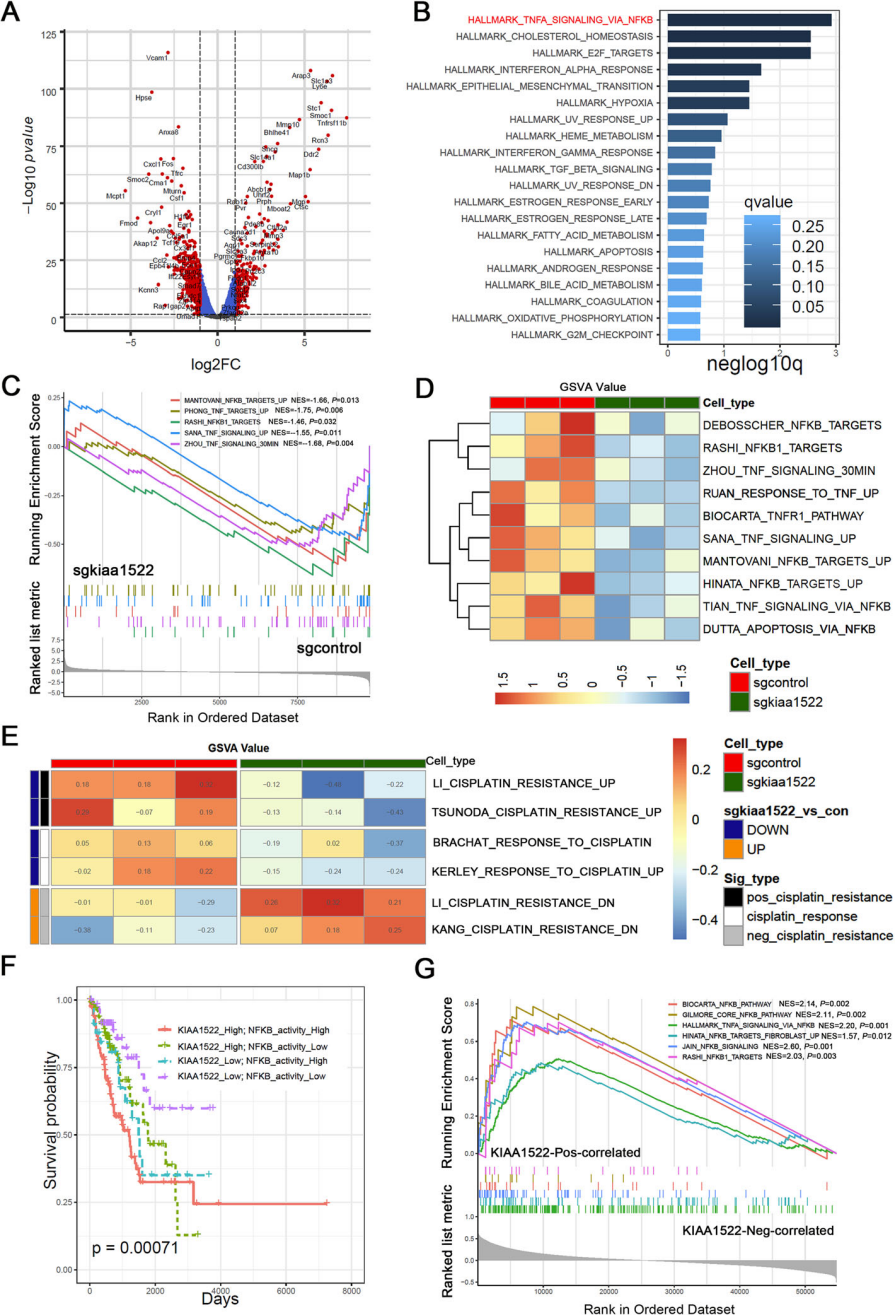
KIAA1522 regulates gene expression signatures associated with TNF-NFκB pathway and cisplatin resistance. **a**-**e** RNA-sequencing experiments were performed to detect the expression profiling of control and 889 cells depleting of KIAA1522. Each group includes three replicates. **a** volcano plot shows the different expressed genes of KIAA1522 depleted 889 cells compared to the control cells. The genes with both |log_2_FC| > 2 and p-value< 0.05 were considered as significantly differentiated genes. **b** Enrichment analysis of KIAA1522 positively regulated genes in HALLMARK gene signatures, the significantly enriched signatures were ranked by q-values, the bar plot shows the top 20 signatures. **c** Gene sets enrichment analysis (GSEA) of genes by ranked by log_2_FC (sgkiaa1522/ sgcontrol) values using a set of TNF-NFκB pathway related signatures. **d**-**e** The GSVA score of the genesets related to the TNF-NFκB pathway (**d**) and experiments derived cisplatin-resistant gene signatures (**e**) were determined by GSVA algorithm. The heatmaps show the distribution of GSVA values between the indicated group of cells. **f** The patients in TCGA-LUAD cohort were classified by both KIAA1522 expression and NFκB activity into four groups and subjected to Kaplan–Meier overall survival analysis. The activity of NFκB signaling was determined by the GSVA score of the geneset JAIN_NFKB_SIGNALING. **g** The genes were ranked by the Pearson correlation coefficient with KIAA1522 expression in TCGA-LUAD datasets. Then, the GSEA assays were performed using a set of NFκB activity positively associated signatures to evaluate the correlation of KIAA1522 expression level with NFκB signaling activity

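Under the rule of this legend, an unadjusted p below 0.05 from edgeR's quasi-likelihood test and a log2 fold change beyond 2 in size, 47 of the 10046 tested genes were lower and 64 were higher in the libraries labelled sgkiaa1522, in which kiaa1522 mRNA was higher. The 46 gene names that could be read in Fig. 4a were all among the tested genes, and 45 of them were past the threshold of the methods. The other, Smad7, fell from 142 ± 14.0 to 75.3 ± 4.09 CPM (SD, n = 3), a log2 fold change of -0.92 (standard error 0.0879, adjusted p = 1.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Some of the 45 were not past the legend's limit of 2, such as Bmp4 (log2 fold change -1.20), Col5a1 (-1.57) and Pvr (1.71). On the values here, the legend's rule thus does not describe which genes were labelled.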

In the TCGA-LUAD dataset, when considering KIAA1522 expression (KIAA1522 mRNA) and TNFα/NFκB status together, the patients with low KIAA1522 and TNFα signal levels or low KIAA1522 and NFκB activity had the best outcomes (Supplementary Fig. 3A; Fig. 4f). In addition, we also observed the correlation of KIAA1522 expression with both TNF signaling (Supplementary Fig. 3B), and NFκB activity (Fig. 4g) in the GSEA assays. TNFα-NFκB signaling has been reported to cause cisplatin insensitivity in several types of malignancies [13]. We found that inhibition of KIAA1522 reduced a set of genes down-stream of NFκB signaling, including anti-apoptotic genes confering cisplatin resistance, such as Xiap, Bcl2 and Birc5/survivin [15] (Supplementary Fig. 3C). 

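All directions here are for the libraries labelled sgkiaa1522, in which kiaa1522 mRNA was higher. Xiap (ENSMUSG00000025860, chromosome X from 42059679 to 42109656) had 2574, 2118 and 1663 counts in the sgcontrol libraries and 220, 348 and 2390 counts in the libraries labelled sgkiaa1522. The log2 fold change was -1.02 (standard error 0.728, adjusted p = 0.28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the difference was not larger than the spread between replicates. With the replicate number as a block it was -1.73 (adjusted p = 0.10 from the same test). It ranged from -2.70 to -0.59 when each library was left out in turn, and passed the threshold only without sgkiaa1522 replicate 3 (-2.70, adjusted p = 3.8e-04 from the same test). Bcl2 (ENSMUSG00000057329, chromosome 1 from 106538178 to 106714274) fell from 38.1 ± 1.62 to 24.2 ± 2.02 CPM (SD, n = 3). Its log2 fold change was -0.66 (standard error 0.0906, adjusted p = 8.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0052 with the block). D630008O14Rik, an antisense gene, shares 6.09% of the exon length of Bcl2. Birc5 (ENSMUSG00000017716, chromosome 11 from 117849251 to 117855743) fell from 150.0 ± 26.1 to 78.4 ± 6.95 CPM (SD, n = 3), a log2 fold change of -0.94 (standard error 0.134, adjusted p = 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0017 with the block). For Bcl2 and Birc5 the groups did not overlap (exact two-sided permutation test, p = 0.1 each, the smallest that 3 libraries against 3 allow), and for Xiap they did (p = 0.3 from the same exact test).

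**Figure D3:**
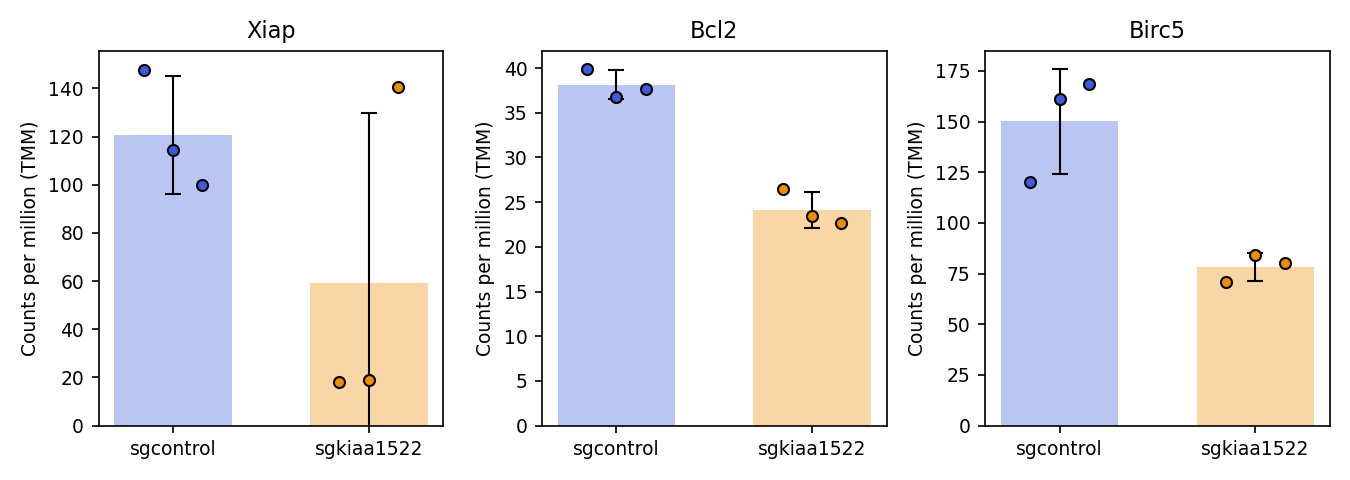
CPM of Xiap, Bcl2 and Birc5. Points are the 3 libraries of each group in replicate order, bars the mean and whiskers 1 SD. Xiap is near the sgcontrol level in 1 of the 3 libraries labelled sgkiaa1522, while Bcl2 and Birc5 are lower in all 3.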

So, the hyperactivation of TNFα-NFκB signaling may be a key molecular event responsible for KIAA1522-induced counteractivity to cisplatin.

We next explore whether KIAA1522 promotes TNFα-NFκB signaling transduction in the cultured cells. We found that down-regulation of KIAA1522 by shRNA or Cas9/sgRNA substantially inhibited the basal levels of phosphorylated NF-κB p65/RelA (Fig. 5a, Supplementary Fig. 4A). In the presence of exogenous TNFα to stimulate NFκB signaling in the serum-deprived cells, loss of KIAA1522 remarkably alleviated NFκB signaling activity monitored by luciferase reporter (Supplementary Fig. 4B). Western blotting assays showed that TNFα was less effective to up-regulated the phosphorylation of p65, IKKα/β and IκB in the KIAA1522-downregulated cells (Fig. 5b-c, Supplementary Fig. 4C-D), whereas forced expression of KIAA1522 yielded an opposite effect, which expedited the activation of NFκB signaling (Fig. 5d, Supplementary Fig. 4E). Moreover, we found that depletion of KIAA1522 decreased the abundance of the Tumor Necrosis Factor receptors, TNFR1 and TNFR2 (Fig. 5e, Supplementary Fig. 4F-G). Overexpression of KIAA1522 significantly increased TNFR2 in parallel with the activation of p65, but not TNFR1 (Fig. 5f, Supplementary Fig. 4H). So, the up-regulation of TNFR2 may contribute to the KIAA1522-mediated TNFα-NFκB activation. The AAV-mediated deletion of KIAA1522 in *Kras*^*G12D*^-induced murine lung cancer also repressed TNFR2 and NFκB signaling, as indicated by phosphorylated IKKα/β (Fig. 5g). The results verified the regulation of TNFα-NFκB pathway in vivo. Next, we also explore the potential mechanisms underlying KIAA1522 regulating TNFR2, we found that depletion of KIAA1522 did not decrease the mRNA expression of KIAA1522 (Supplementary Fig. 5A), while KIAA1522 interacted with TNFR2 (Supplementary Fig. 5B) and contributed to protein stability of TNFR2 (Supplementary Fig. 5C).

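The sentence above names KIAA1522 mRNA, but it concerns the regulation of TNFR2, and Supplementary Fig. 5A plots TNFR2. TNFR2 mRNA may thus be meant, and the values of both TNFR2 and kiaa1522 are given here. Normalized kiaa1522 (C77080) was 127 ± 2.93 CPM in the sgcontrol libraries and 210 ± 6.38 in the libraries labelled sgkiaa1522 (SD, n = 3), a difference larger than the spread in either group (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, its log2 fold change stayed between 0.71 and 0.75. TNFR2 (Tnfrsf1b, ENSMUSG00000028599, chromosome 4 from 145213463 to 145246870) had 15.7 ± 0.749 CPM in the sgcontrol libraries and 14.4 ± 0.258 in the libraries labelled sgkiaa1522 (SD, n = 3), and here too the groups did not overlap (p = 0.1 from the same exact two-sided permutation test). The log2 fold change was -0.12 (standard error 0.0925, adjusted p = 0.30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.12 with the replicate number as a block (adjusted p = 0.44 from the same test), and -0.16 to -0.09 when each library was left out in turn. TNFR1 (Tnfrsf1a, ENSMUSG00000030341, chromosome 6 from 125349362 to 125362484) had 147 ± 3.4 and 147 ± 3.2 CPM (SD, n = 3). Its log2 fold change was -0.0013 (standard error 0.0554, adjusted p = 0.99 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.99 with the block), and its sign changed under a correction for GC content (0.066, adjusted p = 0.31 from the same test). For TNFR1 the groups overlapped (exact two-sided permutation test, p = 0.8), and neither receptor reached an adjusted p of 0.05 in edgeR's quasi-likelihood test.

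**Figure D4:**
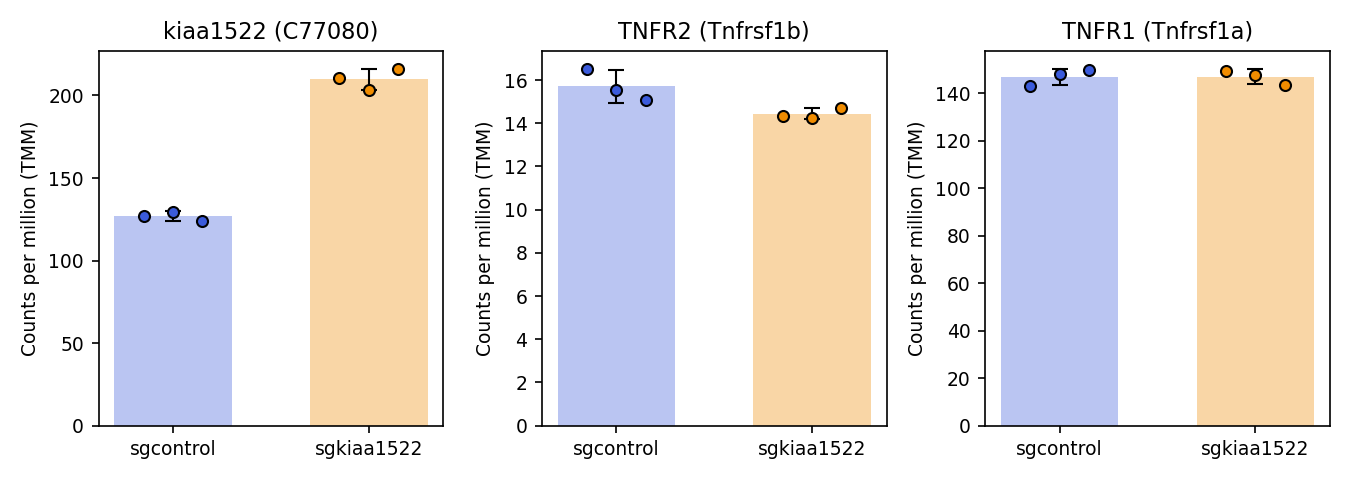
CPM of kiaa1522 (C77080), TNFR2 (Tnfrsf1b) and TNFR1 (Tnfrsf1a). Points are the 3 libraries of each group in replicate order, bars the mean and whiskers 1 SD. The kiaa1522 points lie between 203 and 216 in the libraries labelled sgkiaa1522, above the sgcontrol libraries.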

**Fig. 5:**
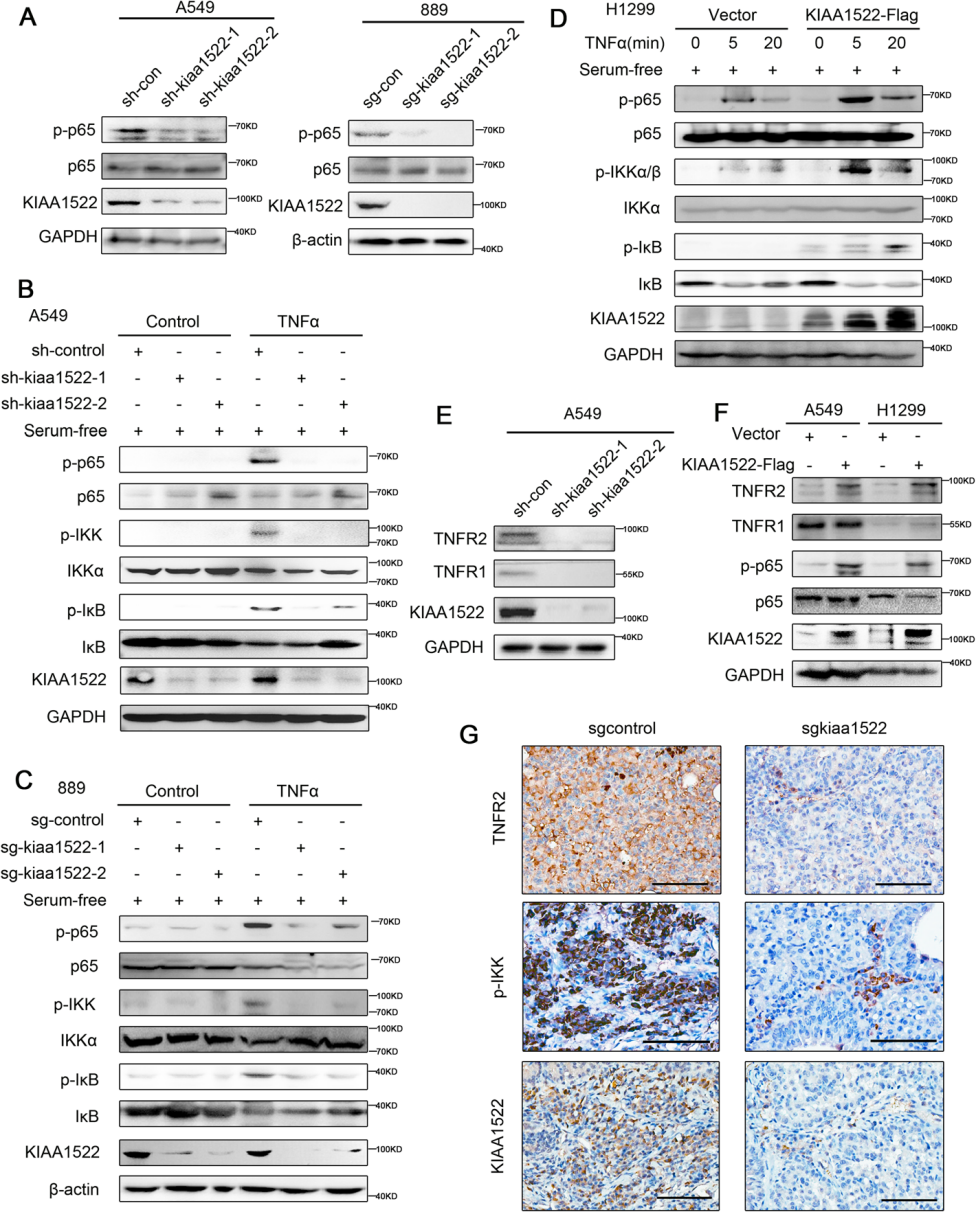
KIAA1522 positively regulates TNFα-NFκB signaling in lung adenocarcinoma cells. **a** Immunoblotting assays of Phospho-NFκB p65 (Ser536) in the control and KIAA1522 down-regulated cells. **b**-**c** The indicated group of A549 cells (**b**) or 889 cells (**c**) were deprived of serum for 20 h, then treated with TNFα for 5 min. Then the cells were tested by Western blotting assay to detect the phosphorylation of p65, IKK and IκB proteins. **d** H1299 cells overexpressing Flag tagged KIAA1522 protein were cultured in serum-free condition for 20 h, then treated by TNFα and harvest at the indicated time point. The harvested cells were subjected to Western blotting assay. **e** Western blotting assays show the expression of TNFR2 and TNFR1 in KIAA1522 down-regulated A549 cells. **f** Western blotting assays show the expression of TNFR2 and TNFR1 in KIAA1522-overexpressed cells. **g** Immunohistochemical staining of TNFR2, phosphorylated IKKα/β and KIAA1522 in *Kras*-induced murine lung tumor samples with or without KIAA1522 depletion. Bar = 100 μm

### Correlation of KIAA1522 signature with TNFα-NFκB signaling and cisplatin responsiveness in multiple cohorts of lung adenocarcinoma patients

To further underpin the links between KIAA1522 and TNFα-NFκB signaling and cisplatin responsiveness by clinical evidences, we performed integrative analyses using transcriptome profiles of lung adenocarcinoma patients from multiple cohorts, including single cell transcriptome studies. Considering the lake of KIAA1522 probes in several platforms, we defined a KIAA1522_ POS_ REG_ GENES geneset by KIAA1522 positive regulated genes in 889 cells (Fig. 4a) to calculate KIAA1522 signature score representing KIAA1522 expression amount, in bulk- or single cell-level transcriptome assays.

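The paper cites Fig. 4a for these genes, and the rule of its legend, a log2 fold change beyond 2 in size, gave fewer lower genes here. The methods define them as those significantly lower after depletion, which at the threshold of the methods are the 436 lower genes in the files. Between 345 and 397 of them were also called lower when each library was left out in turn, 390 with the replicate number as a block and a correction for GC content together, and 431 when every gene with at least 1 count was tested. Chromosome 14 held 49 of the 436 genes, which is 14.3% of its tested genes against 4.00% elsewhere (two-sided Fisher's exact test, p = 9.8e-14). With the median log2 fold change of each chromosome removed, an alternative chosen after the values were seen, 354 of the 436 genes were still called lower. All of these genes were lower in libraries in which kiaa1522 mRNA was higher.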

In the lung cancer single cell transcriptome dataset E-MTAB-6149, we clustered the cells by Seurat software (Supplementary Fig. 6A) and filtered tumor cells by the expression of EpCAM (Supplementary Fig. 6B). Then the clusters were further classified by the expression of ADC marker NAPSA/ Napsin A and SCC marker TP63 / P63. Some groups of cells expressing NAPSA and negative for TP63 were identified as lung adenocarcinoma cells (Fig. 6a). Before in-depth analyses, we examined the reasonability of using the GSVA scores derived from KIAA1522 downstream signatures. Firstly, in the sorted adenocarcinoma cells, we observed that the KIAA1522 signature scores were much higher in the KIAA1522 mRNA positive cells than that in KIAA1522 negative cells, suggesting the consistency of KIAA1522 mRNA levels and KIAA1522 signature scores (Fig. 6b). Secondly, we analyzed the clinical relevance of cisplatin resistance signatures and found that the two selected signatures were both correlated with poor survival in the lung adenocarcinoma patients after cisplatin-based therapy (Supplementary Fig. 6C). indicating these GSVA scores recapitulated physically resistance to cisplatin. Pearson correlation analyses indicated that the KIAA1522 signature scores were correlated with the TNFα signaling, NFκB activity and cisplatin resistance associated signatures (Supplementary Fig. 6D). The 3D plot clearly exhibited that the single cells with high levels of KIAA1522 signature scores were hyperactivated in TNFα-NFκB signaling and highly resistant to cisplatin simultaneously (Fig. 6c). Besides the representative genesets, we also showed that the KIAA1522 scores were highly consistent with the GSVA scores of a handfuls of TNFα-NFκB associated signatures (Fig. 6d).

**Fig. 6:**
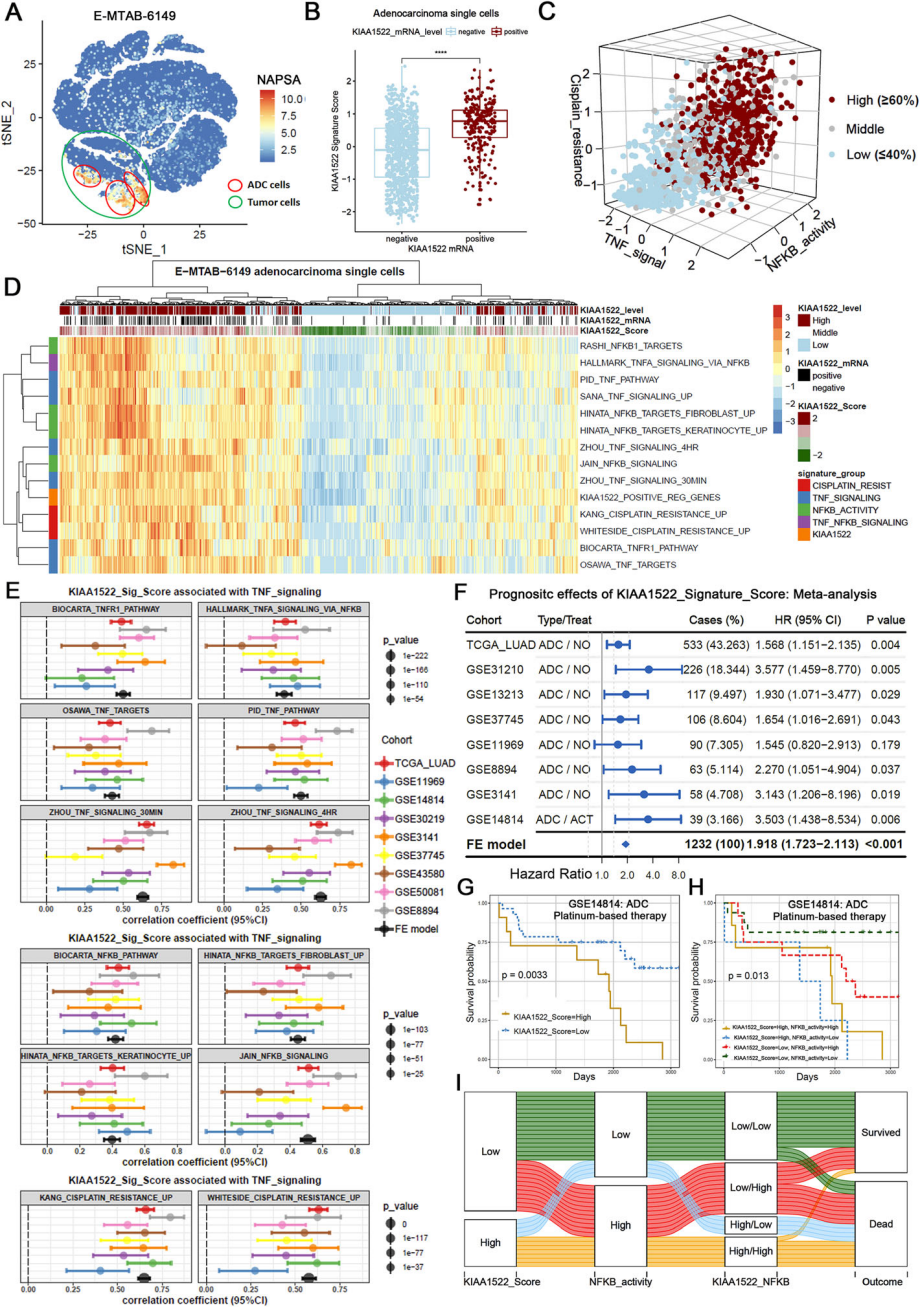
KIAA1522 signature correlates with TNF-NFκB-Cisplatin resistance in independent cohorts of adenocarcinomas. The KIAA1522 signature was generated by the collection of KIAA1522 down-stream genes and transformed to KIAA1522 signature score through GSVA algorithm. **a** Single-cell sequencing data from E-MTAB-6149 dataset was subjected to tSNE dimension reduction and clustering the NAPSA positive clusters were shown. **b** The KIAA1522 signature scores in KIAA1522 mRNA positive and negative adenocarcinoma single cells were compared, t-test, ****P < 0.0001. **c** 3D plot shows the distributions of KIAA1522 score levels according to TNFα signaling score, NFκB activity score and cisplatin resistance score. **d** Heatmap shows the scaled GSVA score of a collection of TNF-NFκB-Cisplatin resistance signatures in adenocarcinoma single-cells within E-MTAB-6149 dataset in parallel with KIAA1522 mRNA expression and KIAA1522 signature score. **e** In multi-central ADC samples, meta-analytical evaluation of the correlation between KIAA1522 signature score with TNF signaling, NFκB activity and cisplatin resistance signatures. Forest plots show the correlations together with the 95% confidence intervals, and the fixed-model estimated correlation in each geneset. **f** Systematical univariate cox analyses estimate the Hazard Ratio of KIAA1522 signature score in multiple datasets from TCGA or GEO databases. The meta-analysis was performed by fixed model to estimate the prognostic effect of KIAA1522 signature score. **g**-**h** In GSE14814 datasets, adenocarcinoma patients receiving platinum-based chemotherapy were grouped according to KIAA1522 signature score alone (**g**) or the combination of KIAA1522 signature score and NFκB activity score (**h**), then survival rates of each group were revealed by Kaplan–Meier survival analyses. **i** Alluvial diagram of KIAA1522 signature score, NFκB activity, combined KIAA1522_NFκB score and the survival outcome

In the bulk RNA sequencing dataset TCGA-LUAD, we also observed a similar distribution of the scores of all the signatures tested including the signatures related to TNFα-NFκB signaling, cisplatin resistance and KIAA1522 signature scores (Supplementary Fig. 7A). To strengthen this result, systematic correlation analyses showed that the positive correlations were universal in multi-central datasets (Fig. 6e). The correlations of KIAA1522 signature scores with TNFα-NFκB- cisplatin resistance signatures were independent of oncogenic KRAS and TP53 mutations (Supplementary Fig. 5B). Furthermore, meta-analysis was performed to review the prognostic effects of KIAA1522 signature score in independent datasets with survival information. The results showed that high level of KIAA1522 signature score predicted poor outcome in most of the datasets (Fig. 6f). The fixed effects model estimated hazard ratio was 1.918 (1.723–2.113) with a *P*-value< 0.001, this is in agreement with the conclusion detected in our cohorts of patients. More importantly, there are 39 cases in the dataset GSE14814 received platinum-based adjuvant chemotherapy. In this specific cohort, lower level of KIAA1522 scores also implicated good therapeutic results (Fig. 6g). When considering the combined effects of KIAA1522 score and NFκB status, the result showed that the groups of patients with both low levels of KIAA1522 and NFκB activity had the best outcomes (Fig. 6h-i).

### Inhibition of NFκB signaling restores sensitivity to cisplatin in KIAA1522 overexpressed cells

To test whether hyperactivation of NFκB signaling is critical for the KIAA1522-induced chemoresistance, we used a NFκB inhibitor QNZ to block NFκB signaling activity (Fig. 7a). QNZ ameliorated the irresponsiveness of the exogenous KIAA1522 expressed cells (Fig. 7b-c). Coherently, in the presence of QNZ, either the control cells or the KIAA1522-depleted cells yielded similar effects in response to cisplatin (Fig. 7d-e). These results substantiated that NFκB signaling is engaged in KIAA1522 mediated cisplatin resistance, and enlightened us to cooperatively use of NFκB inhibitor and cisplatin to circumvent the treatment-refractory nature of lung adenocarcinomas expressed high level KIAA1522. To exam this speculation, we performed the in vivo pharmacology experiment. The results revealed that although forced expression of KIAA1522 did not accelerate tumorigenesis, but it desensitized inhibitory effects of cisplatin in vivo. The KIAA1522-induced cisplatin resistance, like the in vitro observations, dampened by NFκB inhibition (Fig. 7f). Collectively, synergic usage of NFκB inhibitor and cisplatin counteracted the cisplatin-refractory phenotype of KIAA1522 overexpressed lung adenocarcinoma cells.

**Fig. 7:**
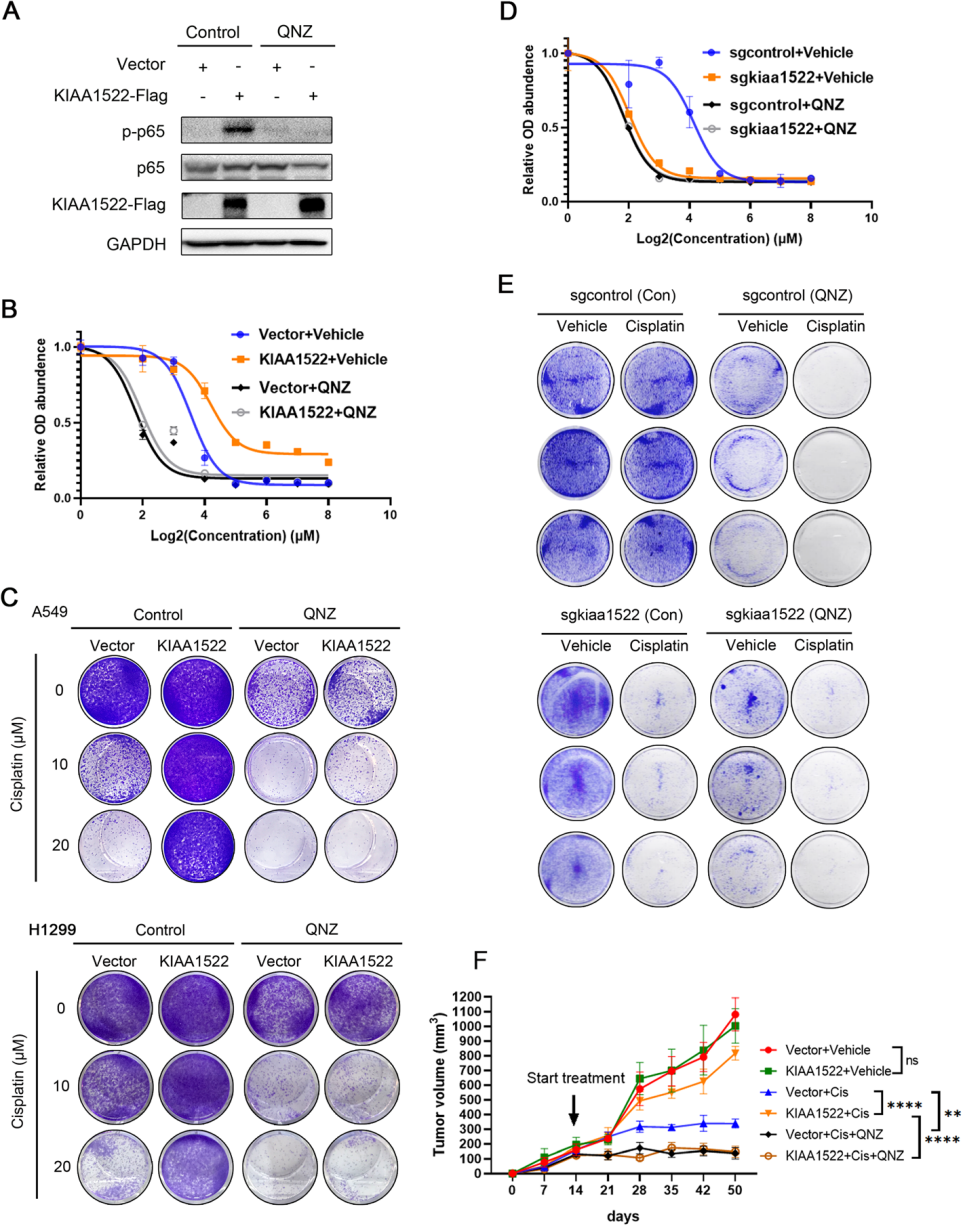
Inhibition of NFκB signaling counteracts cisplatin insensitivity in KIAA1522 hyperactivated cells. **a** Inhibitory effect of QNZ on NFκB signaling in KIAA1522-overexpressed A549 cells was tested by immunoblotting assay. **b** The control and KIAA1522-overexpressed A549 cells were treated by indicated concentration of cisplatin with or without QNZ (500 nM). Cell viability were analyzed by CCK8 assays. **c** Clonal formation assays measuring the effect of QNZ on cisplatin-induced growth inhibition in the control and KIAA1522-overexpressed A549 and H1299 cells. The cells were treated with 500 nM QNZ and the indicated concentration of cisplatin for 48 h before crystal violet staining. **d** The control and KIAA1522 depleted 889 cells were treated by different concentrations of cisplatin with or without QNZ, then analyzed by CCK8 assays to determine cell viability. **e** Clonal formation assays of the control-sgRNA/Cas9 and kiaa1522-sgRNA/Cas9 expressing 889 cells treated by QNZ and cisplatin for 48 h. **f** the control and KIAA1522-overexpressed A549 cells were subcutaneously injected into nude mice. From 14 days after cell injection to the 50th day, the mice were treated by cisplatin (7 mg/kg B.W.) once a week and QNZ (1 mg/kg B.W.) twice a week via intraperitoneal injection. Tumor volumes in the last day were compared using t-test, **P < 0.01, ****P < 0.0001

## Discussion

Nowadays, platinum-based adjuvant chemotherapy is still an irreplaceable way in routine practice to treat NSCLC patients after curative resection. Nevertheless, the efficiency is quite limited. One ideal route to optimize the usage of platinum reagents relies on customizing the patients based on histological diagnosis and the expression of tumor biomarkers [35]. Histological subtypes of non-small cell lung cancer (ADC or SCC) determine the cisplatin responsiveness [12], choice of treatments [36], or the dependency of biomarkers [37]. But effective indicators for each type of NSCLC are urgently needed. In our cohort of NSCLC patients, it is similar in the survival rate of ADC and SCC in either chemo-naive or chemotherapy-receiving patients (Supplementary Fig. 1E). Although the treatment by platinum-based chemotherapy slightly alleviated tumoral death, but failed to reach the statistical threshold (Supplementary Fig. 1F). In this background, it is meaningful to find that the expression of KIAA1522 characterizes a hypersensitive group in the lung adenocarcinoma, emphasizing KIAA1522 a potential indicator to forecast therapeutic consequence of platinum-based chemotherapy. Moreover, we found that in the GSE14814 dataset [38], containing expression profiles of ADC patients receiving cisplatin- doublet chemotherapy, KIAA1522 acts in a similar degree to predict therapeutic efficiency, supporting the robustness of this predictor.

Previously, we have reported that the expression of KIAA1522 was altered even in early lung tumor cells in bronchial brushing specimens [21]. It can be readily detected using commercial antibodies. The clear immunohistochemical staining signal enables KIAA1522 suitable for pathological diagnosis in the clinical application, that is the prerequisite in selecting candidate proteins for our clinical analyses. In contrast to the strong staining signal in tumoral tissues, the expression of KIAA1522 were extremely low in nearly 500 non-tumoral lung tissues in our cohort, as well as in the TCGA datasets. We have also identified KIAA1522 as a prognostic factor for NSCLC in a former study [22]. Here we elucidate the predictive role of KIAA1522 detailly with the verification in multicentered independent cohorts. Unlike the controversial results from squamous cell carcinoma, the prognostic values of KIAA1522 in lung adenocarcinoma were highly consistent in almost all studied datasets from several databases. The convincing clinical results implied the pleiotropic roles of this gene participating in variant steps of lung adenocarcinoma, and encourage us conducted the functional studies about KIAA1522. To do this robustly, we employed a *Kras*^*G12D*^-induced murine lung adenocarcinoma model coupled by Cas9/sgRNA-mediated gene editing [39]. This in vivo system easily generated lung cancer cell specific-knockout mice, empowering the genetical evaluation of KIAA1522 function in an economic effective manner. The in vivo experiments using genetic mice model represent the clinical results, reinforcing the requirement of KIAA1522 to both tumor development and intrinsic resistance to cisplatin.

Despite the extraordinary biological effects of KIAA1522 in functional assays in vitro and in vivo, the molecular details of this protein remain elusive. KIAA1522 is neither an enzyme or a receptor, making it undruggable based on the existing knowledge. However, uncovering a targetable molecular event key to KIAA1522-downstream pathways may open an alternative avenue to fight against KIAA1522-regulated malignancy. To this end, we identified the activation of NFκB signaling was engaged in KIAA1522-mediated cisplatin-resistance. Notoriously recognized the significance of NFκB pathway in distinct biological processes [13], so it needs to be tightly controlled to ensure appropriate onset. As a bona fide upstream activator to stimulate NFκB signaling, TNFα binds to the TNFR1 or TNFR2 receptor complexes to invigorate NFκB signal transduction [40]. Here, we found that KIAA1522 may modulating NFκB activity via TNFR2, a TNFα receptor transmitting only anti-apoptotic signals [41], that is in concordance with the roles of KIAA1522 in lung adenocarcinomas. Further results suggested that the KIAA1522-mediated up-regulation of TNFR2 may occur in the post-transcriptional level, that is KIAA1522 interacting and stabilizing TNFR2. Since our knowledge about the molecular function of KIAA1522 protein were limited, and little is known about the turnover mechanism of TNFR2 protein. So, whether and how KIAA1522 directly work on TNFR2 to active NFκB signal was still far from clear. This is a major limitation of this work that need further exploration. Nonetheless, our pre-clinical studies prove that it is reasonable to inhibit NFκB activity to reverse the recalcitrant effects of KIAA1522 overexpressed cancer cells. On the other hand, the findings shed light on novel NFκB regulatory mechanism and clinical implication.

Collectively, this work proposes a rational strategy to characterize and treat lung adenocarcinomas. The protein levels of KIAA1522 should be firstly detected as a biomarker to stratify the patients into cisplatin sensitive and insensitive groups. The patients expressed low level of KIAA1522 may be prone to benefit from conventional platinum-based adjuvant chemotherapy. In the opposite, the lung adenocarcinomas with high KIAA1522 expression may be more willing to escape from cisplatin induced regression, which should be treated synergistically by NFκB inhibitor and platinum-based reagents to restore chemosensitivity. This methodology may help to magnify the therapeutic efficiency of platinum-based chemotherapy.

## Conclusions

We found that KIAA1522 acts as an indicator of poor outcome of platinum-based therapy in lung adenocarcinomas. KIAA1522 potentiates the TNFα-NFκB signaling which leads to cisplatin resistance. Our findings suggest that combined use of NFκB inhibitor and platinum-contained compounds may be active against KIAA1522 overexpressed lung adenocarcinomas.

## Supplementary information

**Additional file 1: Supplementary table and figures. Table S1.** Basic clinicopathologic data of tissue samples from patients with NSCLC. **Supplementary Fig. 1.** Multivariate cox analysis of KIAA1522 protein levels in NSCLC patients. **Supplementary Fig. 2.** KIAA1522 expression is elevated and positively correlated with poor prognosis in TCGA NSCLC datasets. **Supplementary Fig. 3.** KIAA1522 regulates TNF-NFκB downstream genes. **Supplementary Fig. 4.** KIAA1522 enhances the activation of TNFα-NFκB signaling (related to Figure 5). **Supplementary Fig. 5.** KIAA1522 interacts and stabilizes TNFR2.** Supplementary Fig. 6.** Signature correlation analysis in single-cell RNA sequencing data. **Supplementary Fig. 7.** Correlation of KIAA1522 signature score with TNF-NFκB and cisplatin resistance signatures.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus repository (GEO; https://www.ncbi.nlm.nih.gov/geo/) through GEO accessions: GSE146072, GSE3141, GSE8894, GSE13213, GSE11969, GSE37745, GSE31210, GSE30219, GSE50081, GSE43580 and GSE14814. The TCGA datasets are available in the GDC portal (https://portal.gdc.cancer.gov/).

## Abbreviations

NSCLC: Non-small cell lung cancer
ADC: Lung adenocarcinomas
SCC: Squamous cell carcinomas (SCC)
GSEA: Gene set enrichment analysis
GSVA: Gene set variation analysis analysis
AAV: Adeno-associated virus

# Supplementary material for: KIAA1522 potentiates TNFα-NFκB signaling to antagonize platinum-based chemotherapy in lung adenocarcinoma
**Source:** J Exp Clin Cancer Res. 2020 Aug 27;39:170. doi: 10.1186/s13046-020-01684-x
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary table and figures. Table S1. Basic clinicopathologic data of tissue samples from patients with NSCLC. Supplementary Fig. 1. Multivariate cox analysis of KIAA1522 protein levels in NSCLC patients. Supplementary Fig. 2. KIAA1522 expression is elevated and positively correlated with poor prognosis in TCGA NSCLC datasets. Supplementary Fig. 3. KIAA1522 regulates TNF-NFκB downstream genes. Supplementary Fig. 4. KIAA1522 enhances the activation of TNFα-NFκB signaling (related to Figure 5). Supplementary Fig. 5. KIAA1522 interacts and stabilizes TNFR2. Supplementary Fig. 6. Signature correlation analysis in single-cell RNA sequencing data. Supplementary Fig. 7. Correlation of KIAA1522 signature score with TNF-NFκB and cisplatin resistance signatures.

**Supplementary table**

**Table S1. Basic clinicopathologic data of tissue samples from patients with NSCLC**

| **Parameter** | **No. of tissue samples** |
| --- | --- |
| Age |  |
| ＞60 | 319 |
| ≤60 | 264 |
| NA | 15 |
| Sex |  |
| Male | 434 |
| Female | 149 |
| NA | 15 |
| Tumor type |  |
| SCC | 314 |
| ADC | 269 |
| NA | 15 |
| Tumor stage^a^ |  |
| 0 | 1 |
| I | 187 |
| II | 222 |
| III+IV | 173 |
| NA | 15 |
| T status |  |
| Tis | 1 |
| T1 | 18 |
| T2 | 373 |
| T3 | 96 |
| T4 | 40 |
| NA | 70 |
| N status |  |
| N0 | 304 |
| N1-3 | 279 |
| NA | 15 |
| M status |  |
| M0 | 572 |
| M1 | 11 |
| NA | 15 |
| Tumor differentiation^b^ |  |
| Well-Moderate | 300 |
| Poorly | 282 |
| NA | 16 |
| Treatment |  |
| No treatment | 319 |
| Chemotherapy | 132  0 |
| Radiotherapy | 11 |
| Radiochemotherapy | 29 |
| NA | 107 |
|  |  |

^a^ Tumor stage was classified according to the 7th edition of the International Union against Cancer (UICC) Tumor Node Metastasis (TNM) classification of malignant tumors.

^b^ Tumor differentiation was based on the criteria of the 2004 World Health Organization Classification of Tumors.

**Supplementary Figures**

**
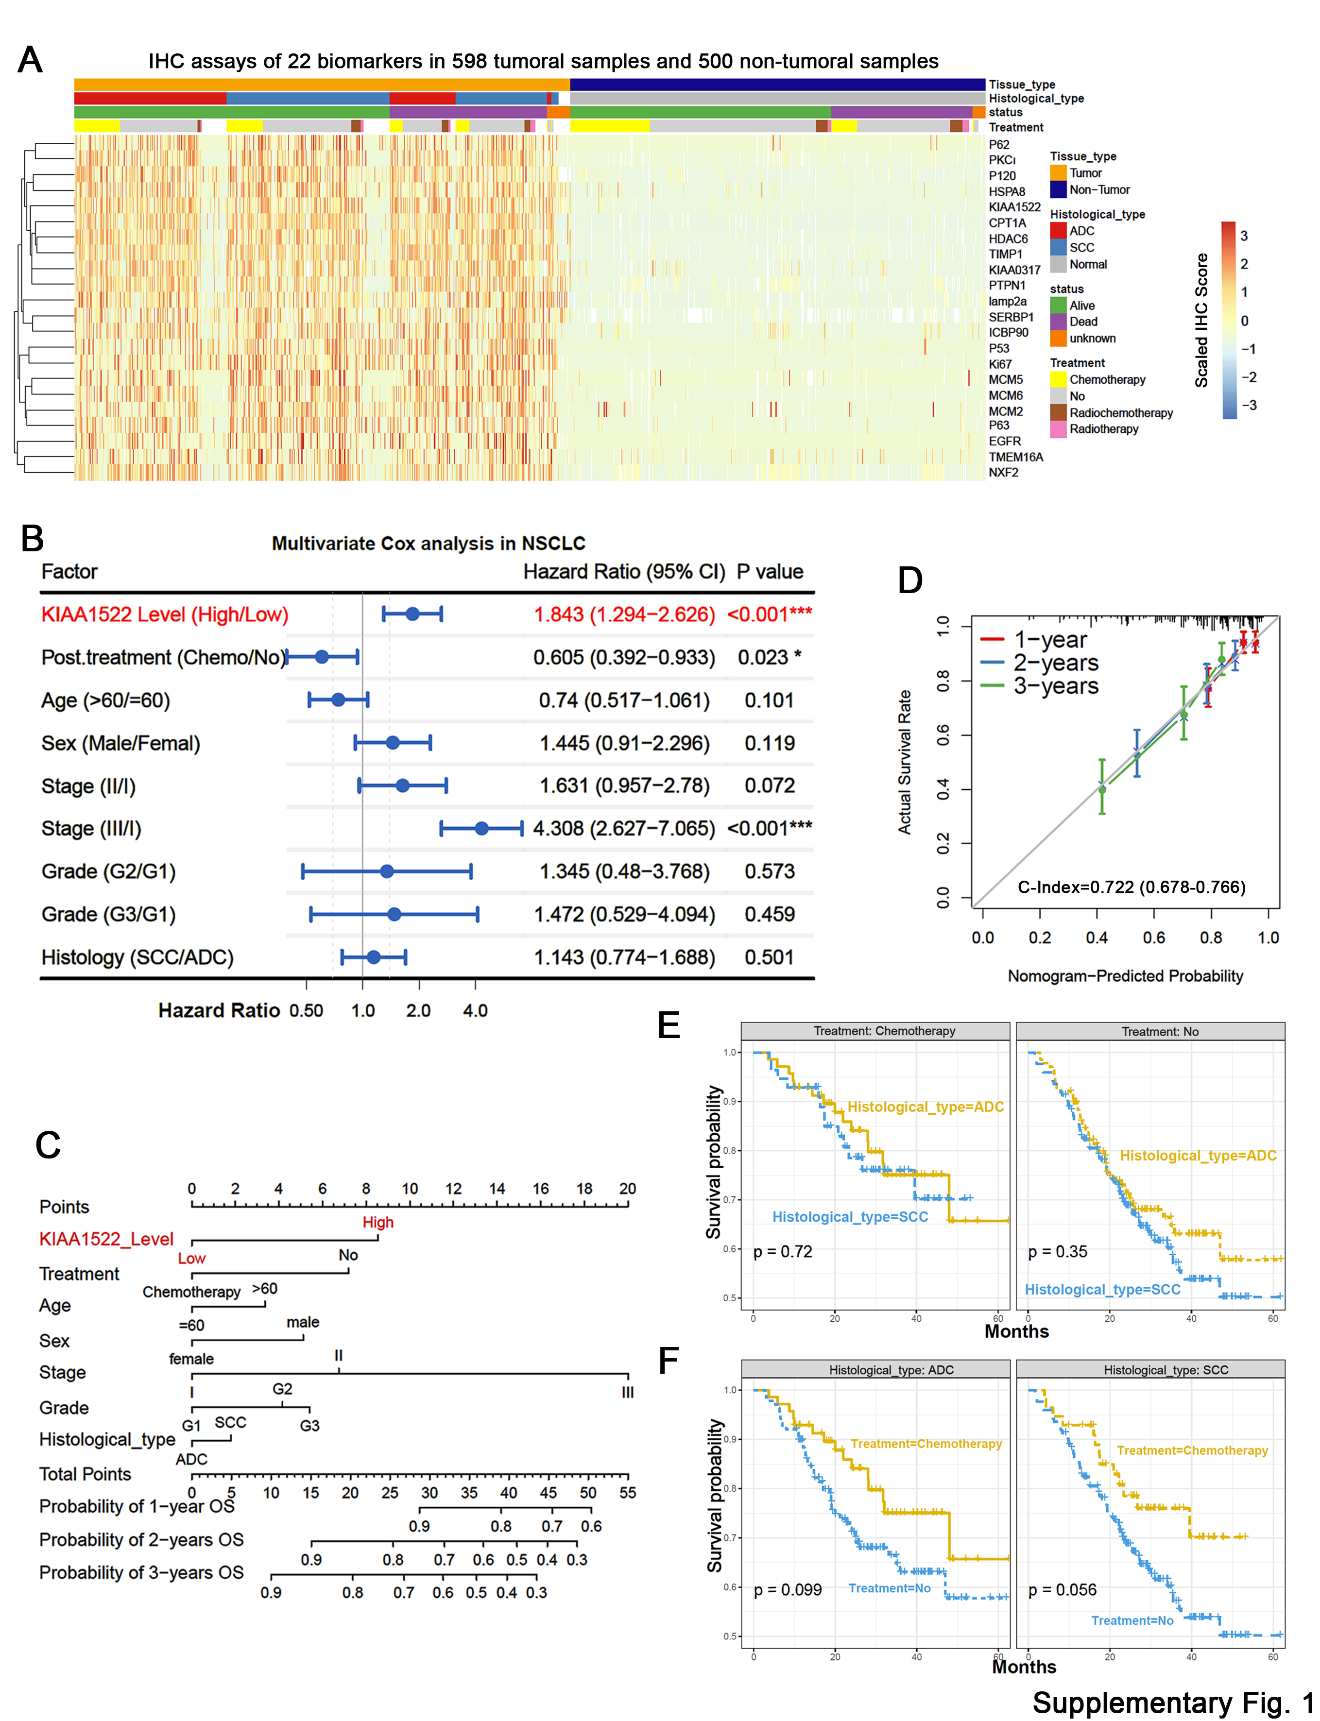
**

**Supplementary Fig. 1. Multivariate cox analysis of KIAA1522 protein levels in NSCLC patients**

(A) Screening of proteins that were elevated in tumoral tissues in comparison with the non-tumoral adjacent lung tissues. Heatmap shows the scaled IHC scores of 22 tested proteins in a total of 1098 tissue samples from 598 NSCLC patients, including 598 tumoral tissues and 500 non-tumoral tissues. There are missing values shown by white boxes. (B) Multivariate cox analyses to estimate the hazard ratio of KIAA1522 levels, age, sex, stage, grade and histological types in the NSCLC patients with or without post-surgical chemotherapy. (C) A Nomogram model involving KIAA1522 expression levels to predict the one-, two-, and three-years overall survival rates of NSCLC patients. (D) The comparison between the Nomogram predicted survival probability and the actual survival rate. (E) Kaplan–Meier curves compare the overall survival between different histological types in chemo-naive or treatment-experienced NSCLC patients. (F) Kaplan–Meier curves compare the overall survival between chemo-naive and treatment-experienced patients in ADC or SCC groups respectively.

**
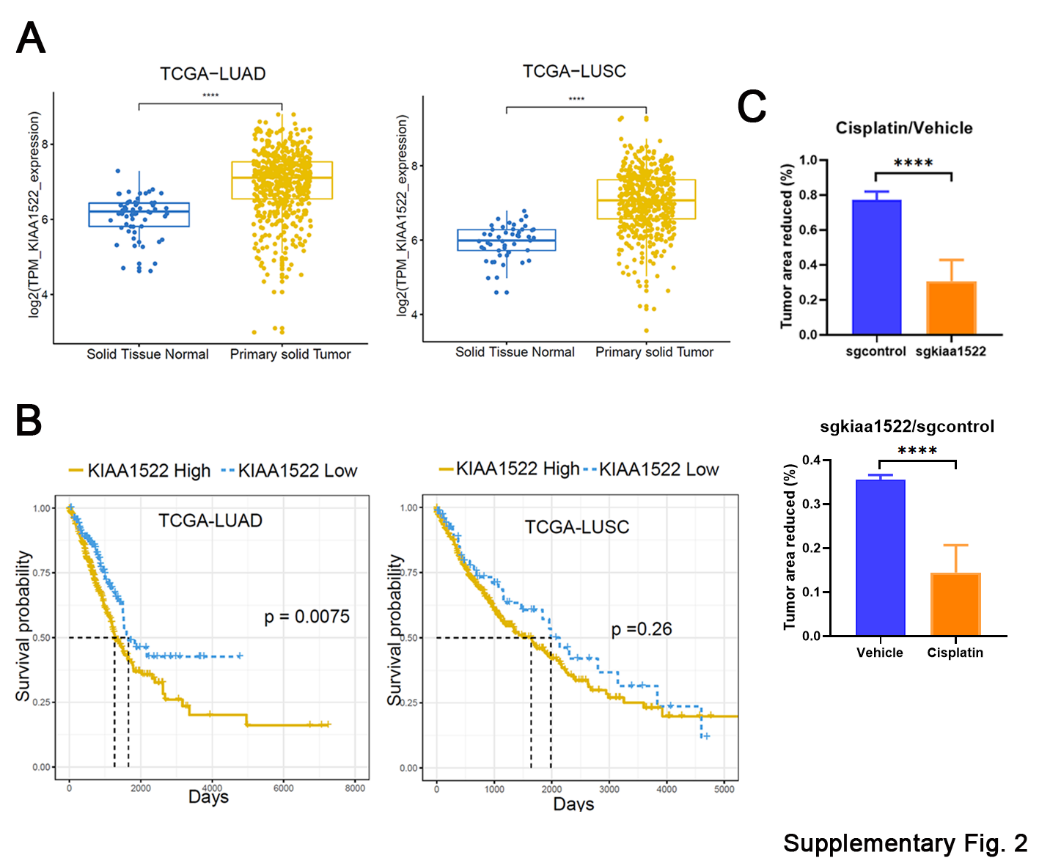
**

**Supplementary Fig. 2. KIAA1522 expression is elevated and positively correlated with poor prognosis in TCGA NSCLC datasets**

(A) The mRNA levels of KIAA1522 in non-tumoral and tumor tissues in TCGA-LUAD and TCGA-LUSC datasets. (B) Kaplan–Meier curves show the association of KIAA1522 expression and overall survival in TCGA-LUAD and TCGA-LUSC datasets. (C) The statistics of percentage of tumor area in the lung between different groups. Lung tumor burden reduced by cisplatin treatment in control-sgRNA- and kiaa1522-sgRNA treated mice, and tumor burden decreased by kiaa1522 deletion with or without cisplatin management were compared respectively. t-test, *****P*<0.0001.

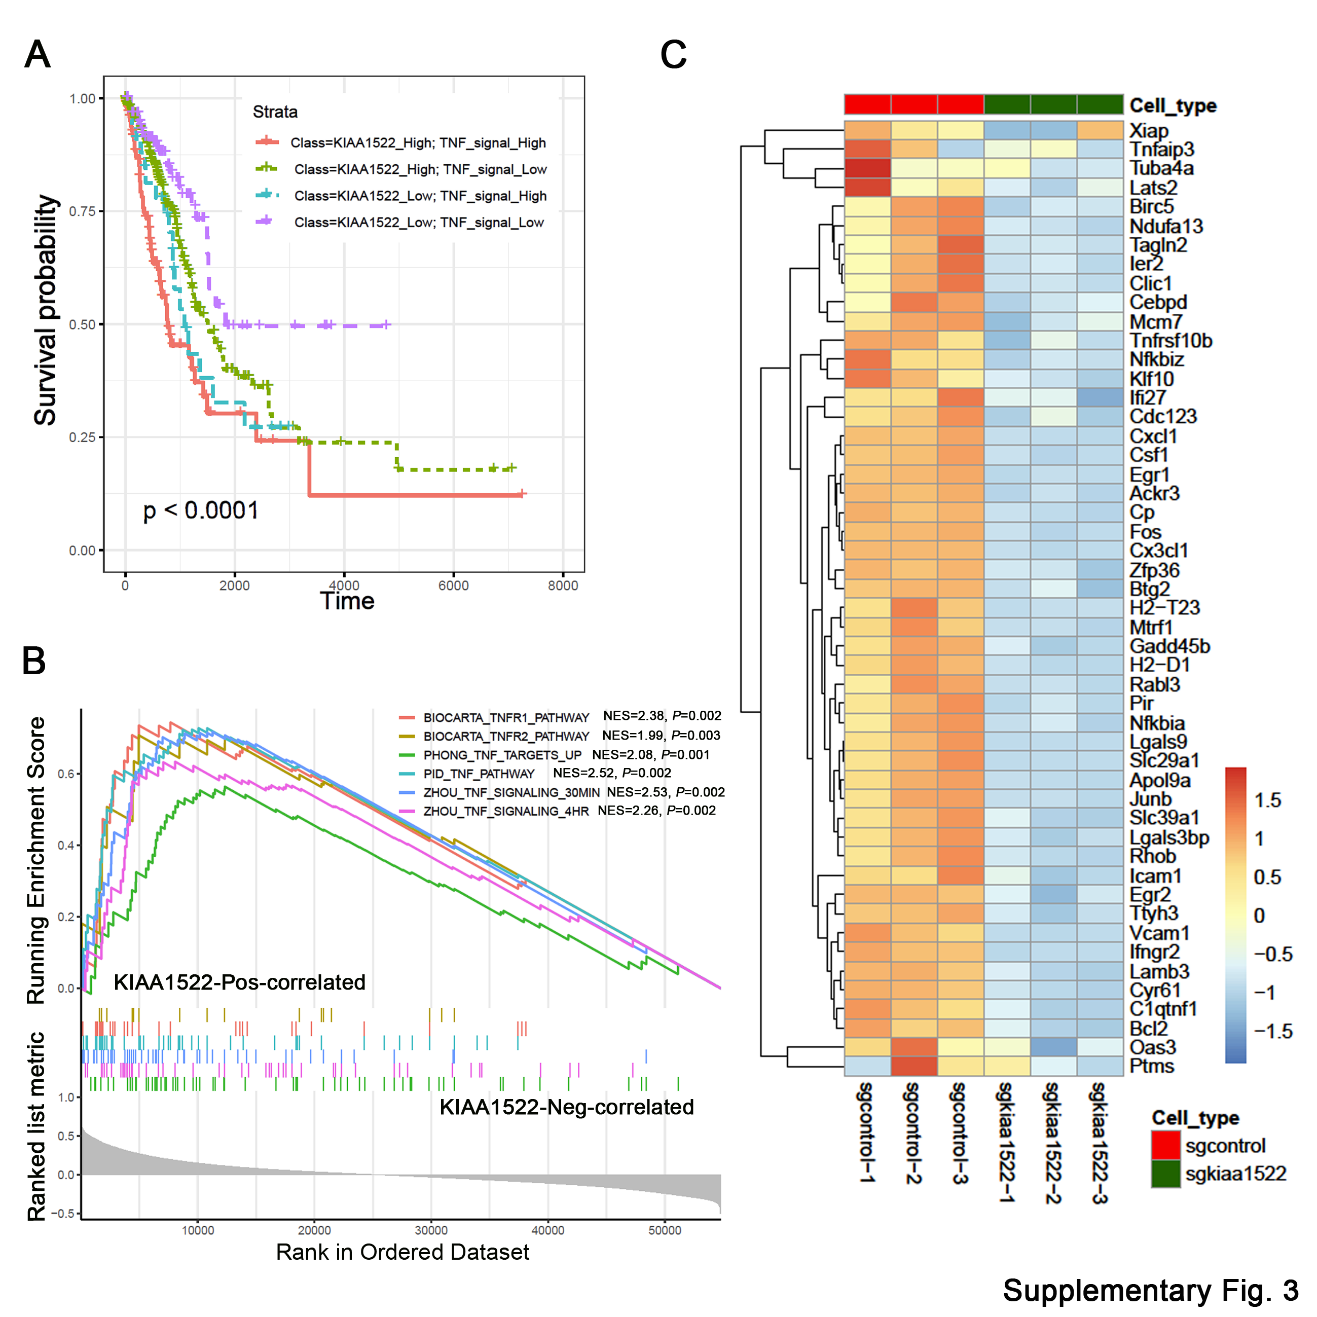

**Supplementary Fig. 3. KIAA1522 regulates TNF-NFκB downstream genes**

(A) The patients in TCGA-LUAD cohort were classified by both KIAA1522 expression and TNFα signal levels activity into four groups and subjected to Kaplan–Meier overall survival analysis. The activity of NFκB signaling was determined by the GSVA score of the geneset ZHOU_TNF_SIGNALING_30MIN. (B) The genes were ranked by the Pearson correlation coefficient with KIAA1522 expression in TCGA-LUAD datasets. Then, the GSEA assays were performed using a set of TNFα signaling related genesets to evaluate the correlation of KIAA1522 expression level with TNFα signaling. (C) The heatmap shows the scaled FPKM-values of a set of TNF-NFκB related genes in control or kiaa1522 sgRNA expressed 889 cells.

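The heatmap draws 50 genes, scaled per gene, and the counts behind them were tested here in place of FPKM. All 50 were tested, and each had a log2 fold change below 0 in the libraries labelled sgkiaa1522, in which kiaa1522 mRNA was higher. The values ranged from -3.18 to -0.43 with a median of -0.78. An adjusted p of at most 0.05 over all tested genes was reached by 46 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and by 46 when the adjustment covered the 50 genes alone. The paper presents the drawn genes as reduced when KIAA1522 is inhibited, and does not say how they were chosen. If they were chosen by their change in these libraries, their shared fall is no separate evidence. Of the 46 significant genes, 17 also had a log2 fold change of at most -1. The other 4, Tuba4a, Tnfaip3, Ptms and Xiap, were not significant over all tested genes. With the replicate number as a block, 46 genes were also lower and significant over all tested genes, but not the same 46, since Tuba4a passed (adjusted p = 0.039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Oas3 did not (adjusted p = 0.079 from the same test). Cxcl1 had the largest fall, from 46.2 ± 2.81 to 5.12 ± 0.711 CPM (SD, n = 3). Of the 50 genes, 10 were in the hand-written list of NFκB targets and 11 in that of immediate-early genes.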

**
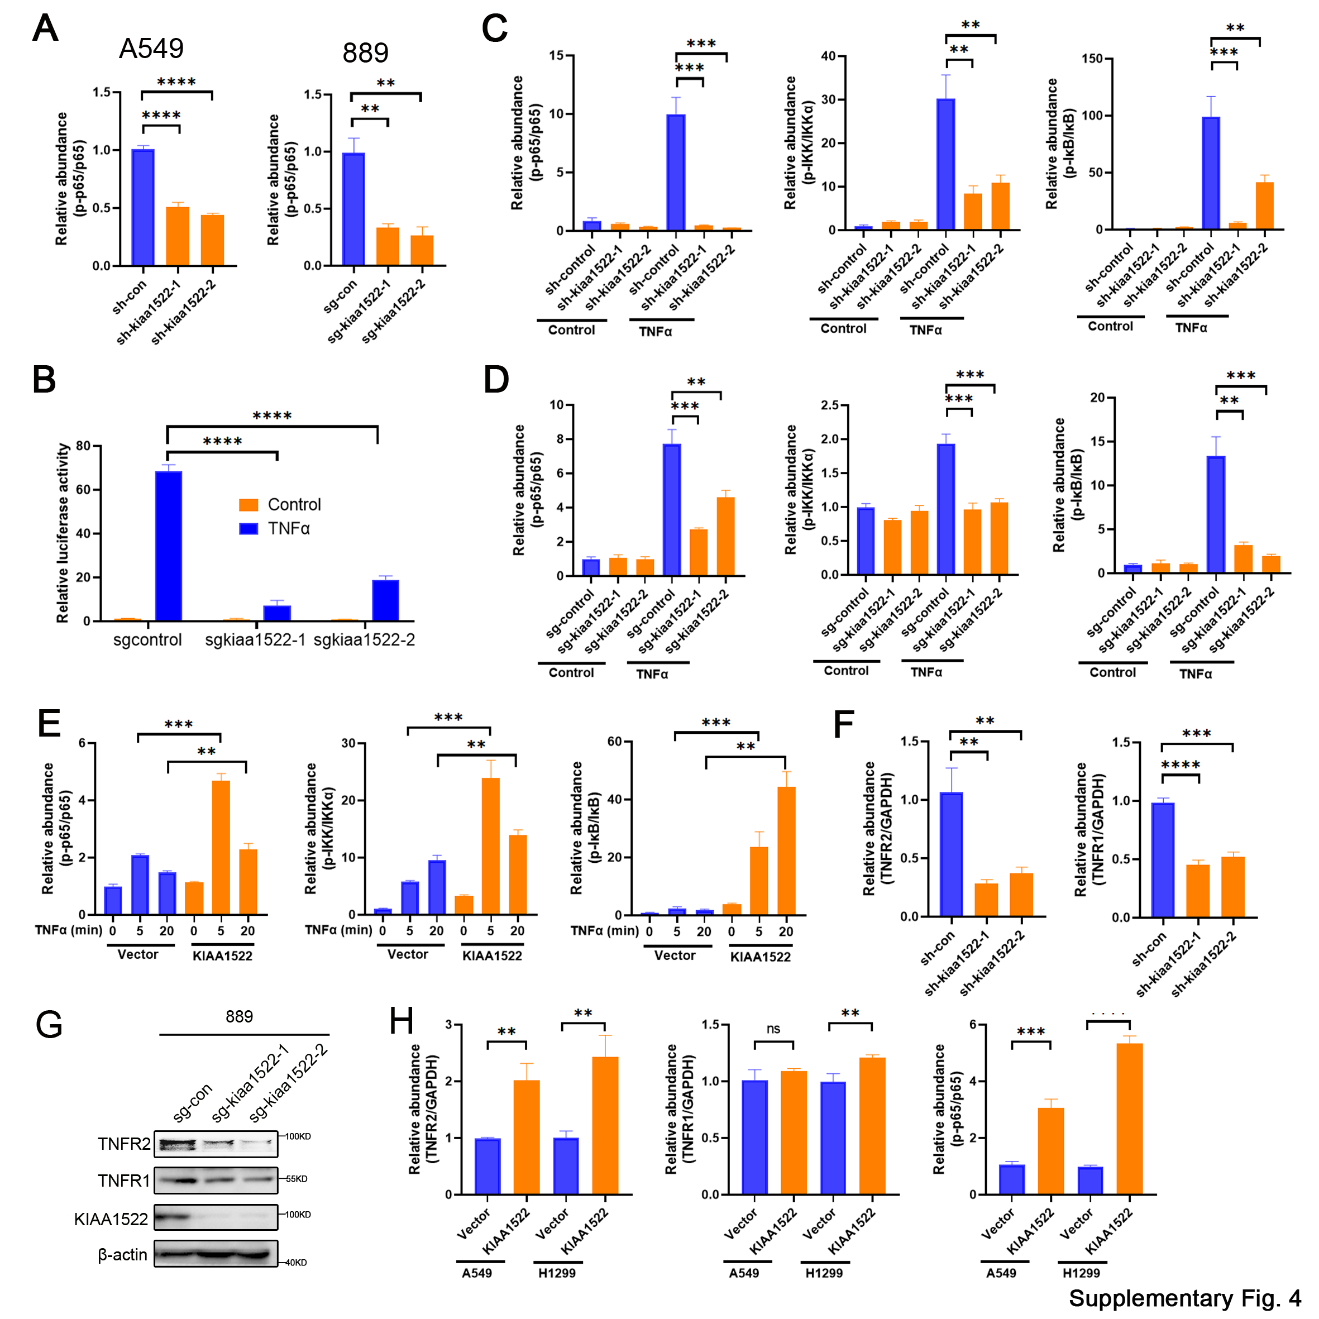
**

**Supplementary Fig. 4. KIAA1522 enhances the activation of TNFα-NFκB signaling (related to Figure 5)**

(A) Quantitative and statistical analyses of western blotting assays in Fig. 5A. (B) Luciferase reporter assays were performed to examine the activity of NFκB signaling pathway in control and KIAA1522-depleted 889 cells treated with 10ng/ml TNFα for 5 minutes. t-test, *****P*<0.001. (C-F) Quantitative and statistical analyses of western blotting assays in Fig. 5B (C), Fig. 5C (D), Fig. 5D (E) and Fig. 5E (F). (G) Western blotting assays show the expression of TNFR2 and TNFR1 in KIAA1522 depleted 889 cells. (H) Quantitative and statistical analyses of western blotting assays in Fig. 5F. Data are mean ± SD, ** *P*<0.01, *** *P*<0.001, **** *P*<0.0001, tested by t-test, n=3.

**
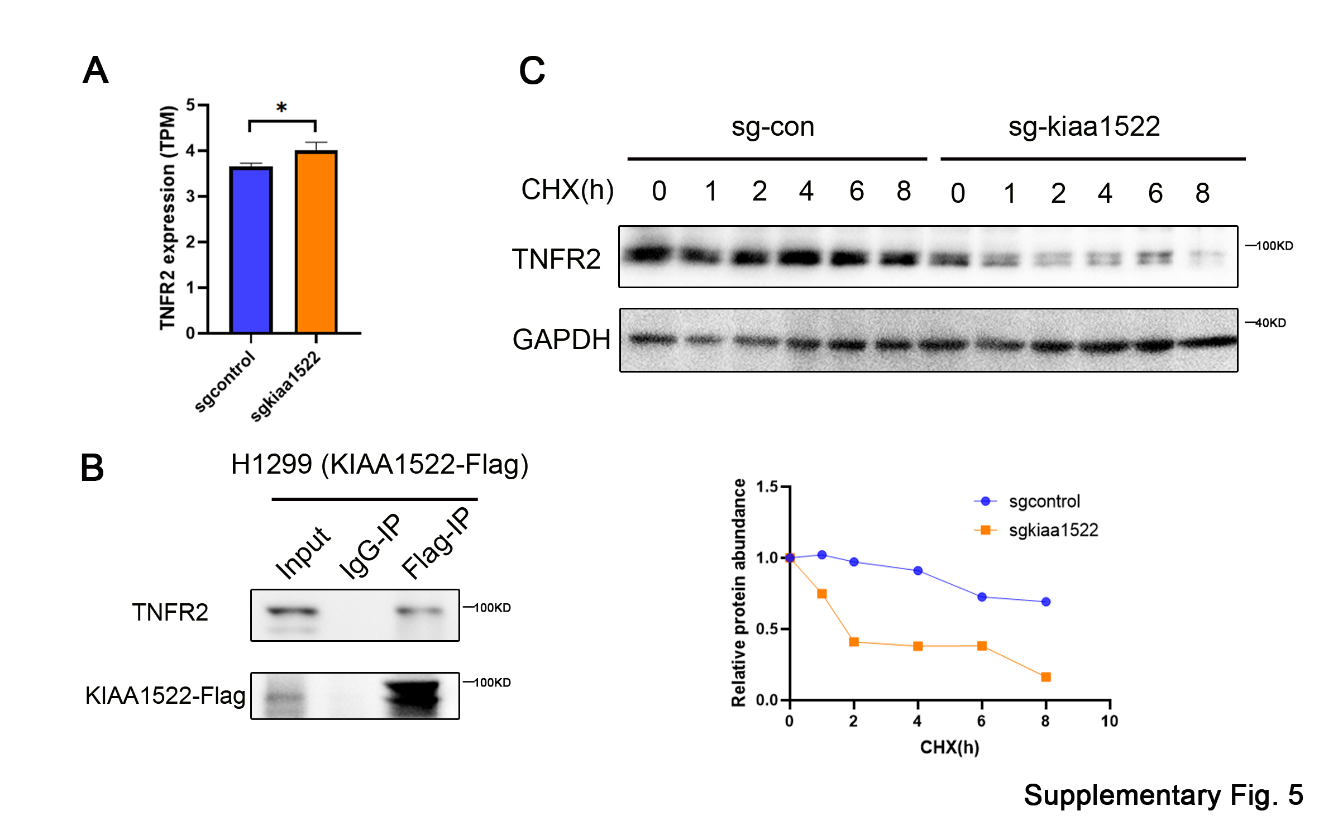
**

**Supplementary Fig. 5. KIAA1522 interacts and stabilizes TNFR2**

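TPM values of TNFR2 (Tnfrsf1b) were computed here from the counts, with the summed length of each gene's exons in GENCODE M21 and over the 34267 genes matched to it. They were 10.6 ± 0.734 in the sgcontrol libraries and 10.3 ± 0.346 in the libraries labelled sgkiaa1522 (SD, n = 3), and the groups overlapped (exact two-sided permutation test, p = 0.8, where 0.1 is the smallest that 3 libraries against 3 allow). With the mean transcript length of each gene in place of the summed exons, they were 10.0 ± 0.674 and 9.49 ± 0.266 (SD, n = 3, p = 0.2 from the same exact test).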

(A) Comparing the TPM values of TNFR2 in the control and sgkiaa1522/Cas9 expressing 889 cells from RNA-seq data. (B) The cell lysates of KIAA1522-Flag expressing H1299 cells were immunoprecipitated by anti-Flag antibody and subjected to western blot assay to detect the co-immunoprecipitated TNFR2. (C) The control and sgkiaa1522/Cas9 expressing 889 cells were treated by Cycloheximide (200 μg/ml) for the indicated time period. The cell lysates were analyzed by immunoblotting.

**
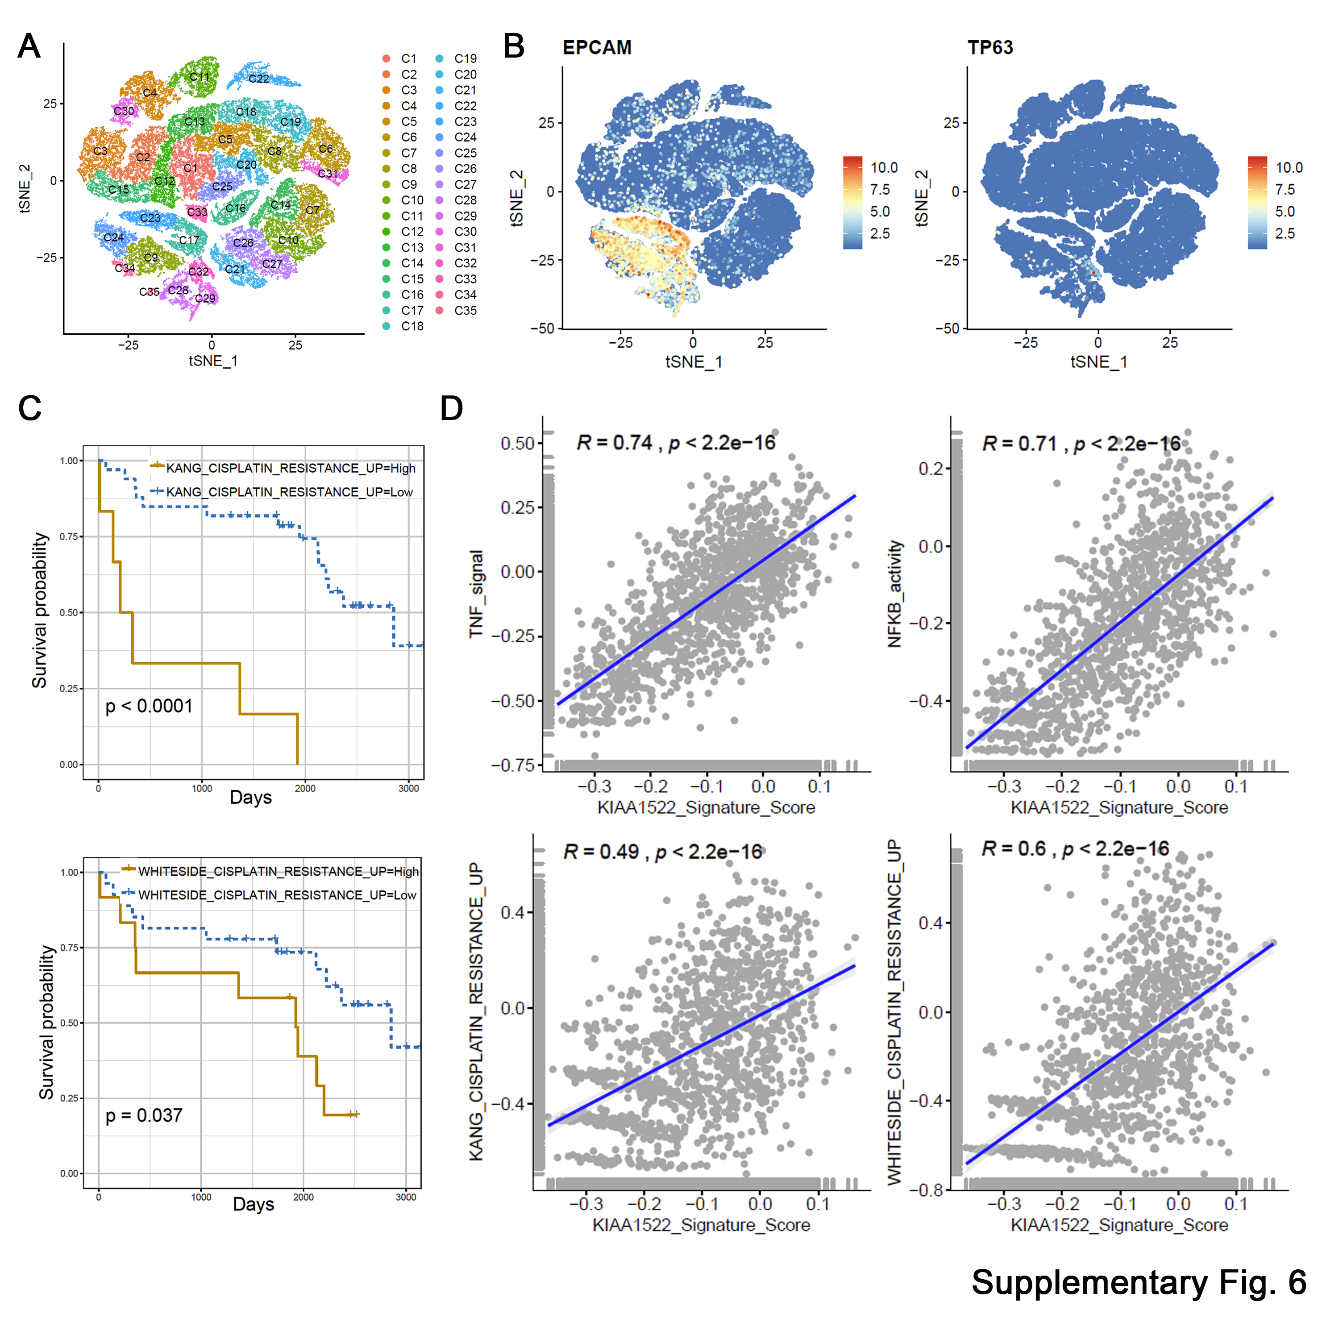
**

**Supplementary Fig. 6. Signature correlation analysis in single-cell RNA sequencing data**

(A) The tSNE plot shows the clusters of single cells in E-MTAB-6149 dataset. (B) The expression of EPCAM and TP63 in single cells in E-MTAB-6149 dataset. (C) Two cisplatin resistance signatures in MSigDB, KANG_ CISPLATIN_ RESISTANCE_ UP and WHITESIDE_ CISPLATIN_ RESISTANCE_ UP were demonstrated to be positively associated with poor survival in the adenocarcinoma patients receiving adjuvant chemotherapy in GSE14814 datasets. (D) Scatterplot show the correlation of KIAA1522 signature score with TNF-NFκB-Cisplatin resistance signatures in adenocarcinoma cells within E-MTAB-6149 dataset.

**
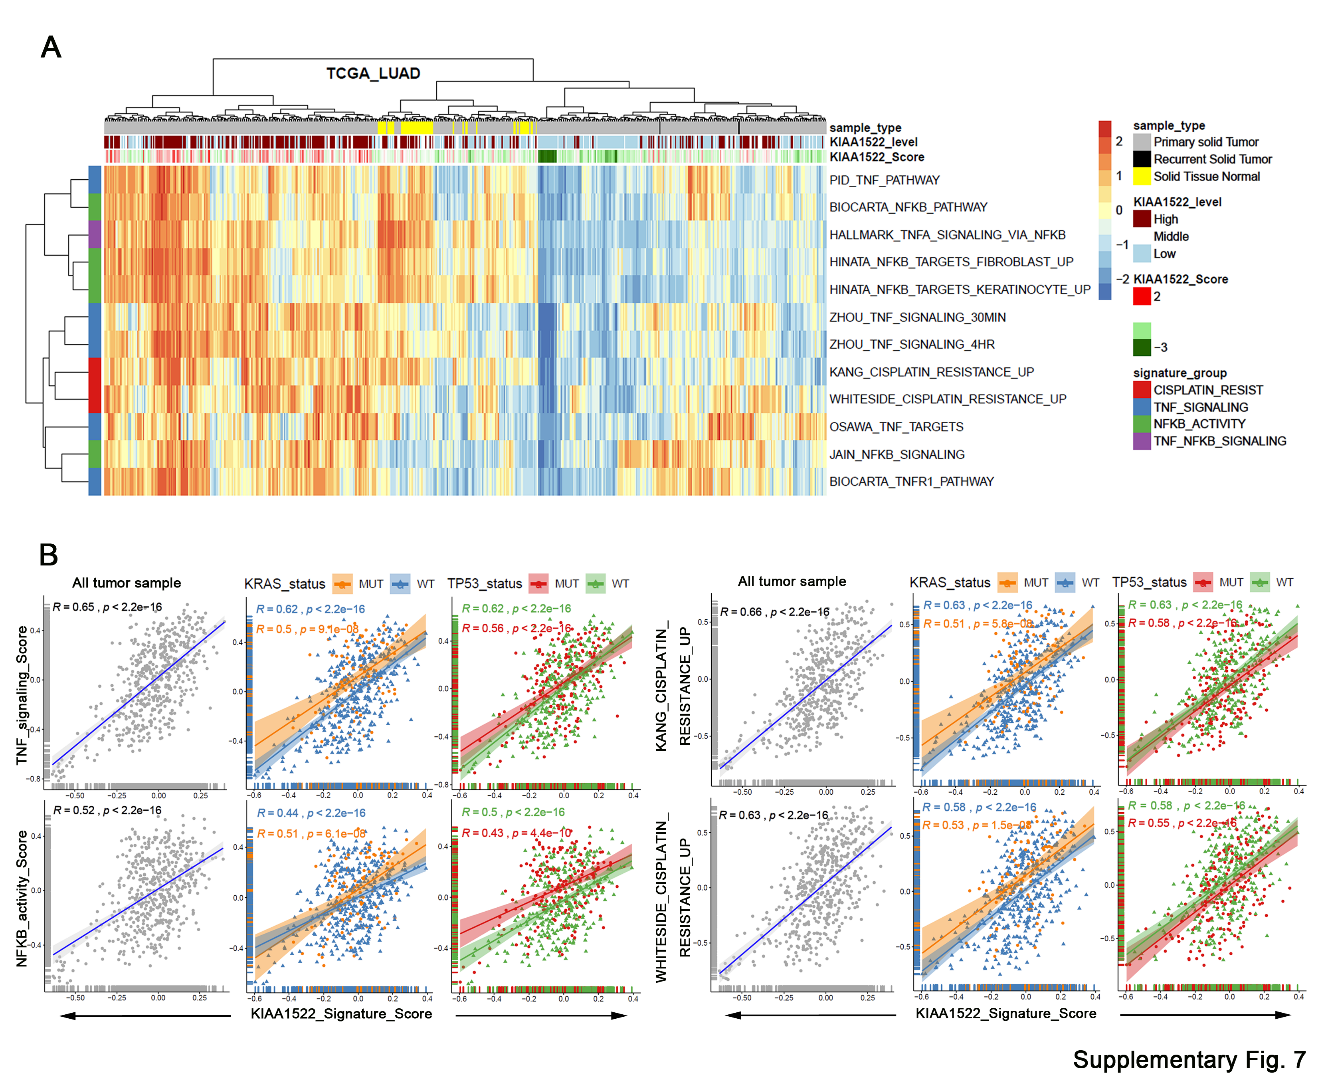
**

**Supplementary Fig. 7. Correlation of KIAA1522 signature score with TNF-NFκB and cisplatin resistance signatures**

(A) Heatmap shows the scaled GSVA score of the indicated TNF- NFκB-Cisplatin resistance signatures in each sample within TCGA-LUAD datasets in parallel with KIAA1522 signature score. (B) Scatterplots show the correlation between GSVA-derived KIAA1522 signature score and TNF-NFκB and cisplatin resistance signatures in TCGA-LUAD datasets. The Pearson correlation assays were conducted in all tumor samples, KRAS mutation, and TP53 mutation samples, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

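RNA of the murine lung cancer cell line that the paper profiles was sequenced in 3 libraries of cells with a control sgRNA and 3 libraries of cells with kiaa1522 sgRNA. The authors deposited counts: after trimming adaptors and filtering rRNA reads with Seqtk, they mapped the clean reads to GRCm38 with Hisat2 and counted the uniquely mapped fragments of genes with Stringtie, and the values are whole-number counts per Ensembl gene without normalization. The TMM-normalized FPKM values that the paper's methods also describe were not used here. Each of the 6 columns holds 1 library of 34745 genes, and conditions and replicate numbers were taken from the labels.

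Gene names, positions, exon lengths and the GC content of transcripts came from GENCODE M21 on GRCm38, to which 34267 gene identifiers were matched. The other 478 keep their identifiers, and 22 of them are among the tested genes. No genome sequence was used, so GC content is the mean over a gene's transcripts and was known for 10024 tested genes. The sgRNA sequences were matched to the transcripts. Overlapping genes were found from exons on either strand, since the paper's text does not say whether the counting used strand.

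The main comparison followed the paper's filter of more than 500 counts summed over the 6 libraries, which left 10046 genes, and its threshold of an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. The methods name edgeR without naming a test, and edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment was used, without covariates. The groups share replicate numbers in the labels, so each result was also fitted with the replicate number as a block, and whether same-numbered libraries deviate together was checked. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0 were used. The tested genes held between 99.5% and 99.6% of the counts of a library, and the TMM factors lay between 0.989 and 1.01. A floor of 3 counts corresponds to between 0.161 and 0.245 CPM in these libraries and covers counting error only. Folds against a group at or under that floor were computed against it.

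Gene lists were written by hand from general knowledge, since the MSigDB sets the paper used were not used here. The 7 lists were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and with one-sided Fisher's exact tests against the tested genes. Single values were compared with exact two-sided permutation tests, whose smallest p for 3 libraries against 3 is 0.1. TPM of TNFR2 was computed from the counts and exon lengths.

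The genes named are those the paper names or draws in Supplementary Fig. 3C, those legible in Fig. 4a, the 5 largest rises and 5 largest falls past the threshold in which the groups do not overlap, members of the lists, and genes beside the sgRNA sites. Mmp13 is outside this rule and is marked as chosen after its values were seen, and genes that overlap a named gene or hold another sgRNA site are named for their position.

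The alternatives were edgeR's exact and likelihood ratio tests, DESeq2's Wald test, RLE size factors, library size alone, 2 other filters, the block, a correction for GC content by a loess offset in each library, both together, each library left out in turn, 3 other thresholds, fgsea and fry for the lists, and the mean transcript length for TPM. Alternatives that applied only to normalized values, another pseudocount and a filter on the mean value, were not run because the files hold counts. The 2 added ones, the median of each chromosome removed and log2(TPM + 1), were chosen after the values were seen.

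The tests were tested on simulated data drawn from the means and library sizes of these libraries, with 200 of 10026 genes changed by a log2 fold change of 2. The quasi-likelihood test recovered 198 of the 200 (99.0%) and called 4 others, and DESeq2 recovered 197 with 3 others. On the simulated counts, limma's camera test called a list of 40 genes shifted together by a log2 fold change of 0.5 in size. It did not call a list without a shift. Genes were drawn independently of one another. The simulation therefore does not test calls of smaller changes near the threshold, or lists whose genes vary together. The permutation test of chromosome medians gave p = 0.25 without a shift, and 0.0010 with the genes of chromosome 14 shifted.

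Whether the libraries are repeats of one another was checked from the counts: within a group, the chi-square per degree of freedom between 2 libraries was at least 12.3, so they are not repeated runs of 1 library.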

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

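All tests in this part were chosen only after the result was seen, apart from the permutation test of the chromosome medians. The label sgkiaa1522 stands for the libraries so labelled, in which kiaa1522 mRNA was higher.

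The mRNA of kiaa1522 itself had a log2 fold change of 0.73 in the libraries labelled sgkiaa1522 although the design was to deplete KIAA1522. In a sentence on how KIAA1522 regulates TNFR2, the paper says that depletion did not decrease KIAA1522 mRNA. It cites Supplementary Fig. 5A, which plots TNFR2, so TNFR2 mRNA may be meant there. The paper gives no value for kiaa1522 mRNA in these cells. If labels had been exchanged between the paper's analysis and the files, the genes read from Fig. 4a would move the other way, but 21 of 21 moved the same way in both. This test cannot tell whether labels were exchanged before the paper's own analysis. A gain of a wide region would raise its neighbours, and the 40 flanking tested genes had a median of -0.032. This median does not test a gain confined to the gene and its nearest neighbours, of which Yars rose by 0.37 (adjusted p = 0.018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Rbbp4 by 0.13 (adjusted p = 0.063 from the same test). Yars shares 0.520% of the exon length, too little to carry the rise. After correction for GC content the log2 fold change was 0.78. An exchange of labels after the paper's analysis, a gain of a wide region, reads shared with Yars and GC content do not account for the rise. A gain confined to the nearest genes, or a response of the gene's own transcription or mRNA decay to editing may explain it as a hypothesis. Counts per gene do not show whether the coding sequence was edited or whether KIAA1522 protein was lost.

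Mmp13 had the smallest p of the 10046 tested genes and was chosen after its values were seen. The paper does not report it. It rose from 28.9 ± 3.67 to 614 ± 41.5 CPM (SD, n = 3), a log2 fold change of 4.41 (standard error 0.101, adjusted p = 3.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was higher in 3 of 3 libraries labelled sgkiaa1522. The log2 fold change was 4.33 after correction for GC content. The neighbouring Mmp3 and Mmp10 rose too, Mmp3 by the smaller log2 fold change of 3.86, which does not exclude shared reads. Their means of 10.1 and 56.9 CPM in the libraries labelled sgkiaa1522 were far below that of Mmp13, so shared reads would carry the rise only if most of theirs were counted for Mmp13. The median totals of the groups had a ratio of 0.978 and their ranges overlapped, so depth does not explain the rise. A difference between the 2 cell populations, from kiaa1522 editing or from the separate growth of each population, may underlie it, and these cannot be told apart in this design.

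Chromosome 14 had a median log2 fold change of -0.38 over 343 tested genes, of which 81.6% were below 0, and the paper does not analyse chromosomes. The median of chromosome 1 was -0.21, of chromosome 10 -0.19, of chromosome 19 0.18 and of chromosome 2 0.14. The chromosome 14 median lay between -0.39 and -0.36 when each library was left out in turn, and each library labelled sgkiaa1522 lay below each sgcontrol library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The medians of 20 chromosomes had an SD of 0.137, against at most 0.0455 in 10000 permutations of genes over chromosomes (p = 0.0001, the smallest they can give). Of the 4 splits of the libraries that part all 3 same-numbered pairs, 1, the real one, spread the medians this widely. The other 3 reached an SD of at most 0.0534, and the 6 splits that part 1 pair reached at most 0.0526. With 4 such splits the real one can rank no better than 1 of 4, so the rank alone could not exclude chance. After correction for GC content the median was -0.40. Random genes matched on expression and length had medians between -0.11 and 0.12 (permutation p = 0.0001, the smallest they can give). The medians of the 4 parts of the chromosome, each with a similar number of tested genes, were -0.34, -0.40, -0.50 and -0.32, so a few domains do not account for it. A candidate explanation is a difference in copy number between the 2 cell populations, with fewer copies of chromosome 14 in part of the cells labelled sgkiaa1522. The permutation p of 0.0001 is consistent with it, and no DNA data were analysed here.

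In 142 genes, each sgcontrol library had at most 3 counts and each library labelled sgkiaa1522 had more, and 128 genes showed the reverse. With at least 30 counts in each library of the higher group, 14 and 8 genes remained. Chance alone separates 10% of genes when 3 libraries are set against 3. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many such genes, the other 3 gave at most 21, and those that part 1 pair gave at most 20. With 4 such splits the real one can rank no better than 1 of 4, so the rank alone could not exclude chance. Tnfrsf11b, one of these genes, had 0, 3 and 1 counts against 169, 277 and 279 (adjusted p = 1.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 17 leukocyte markers in a list written beforehand, 6 were above 3 counts in every library labelled sgkiaa1522 and 5 in every sgcontrol library. Cd68 rose from 21, 23 and 19 counts to 122, 235 and 186 (log2 fold change 3.23, adjusted p = 2.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fcgr3 went from 7, 2 and 7 counts to 7, 9 and 13 and Tyrobp from 5, 7 and 7 to 7, 6 and 10. Lyz2 went from 63, 18 and 37 counts to 11, 17 and 16, Coro1a from 19, 13 and 14 to 5, 5 and 5, and Csf1r from 5, 0 and 1 to 0, 0 and 0. Adgre1 had 0 counts in every library of both groups. Since the markers moved in different directions, they do not point to leukocytes in the sgkiaa1522 cultures alone. The ratio of median totals was 0.978. Genes switched between the 2 cell populations, by editing or by separate growth, may account for these counts, and this was not tested further.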

How the results depend on the processing

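The alternatives below were set before the data were examined, except the removal of chromosome medians and log2(TPM + 1), which were chosen after the values were seen. No further tests were chosen here. Directions are for the libraries labelled sgkiaa1522, in which kiaa1522 mRNA was higher.

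Against 436 lower and 275 higher genes, testing every gene with at least 1 count gave 941 and 767, the threshold of the Fig. 4 legend 47 and 64, an adjusted p of at most 0.05 without a fold threshold 2639 and 2638, and a test against a log2 fold change of 1 (glmTreat) 152 and 115. The other alternatives were within 1.5 times of the main counts: 568 and 381 with at least 10 counts in every library, 437 and 283 with edgeR's exact test, 433 and 282 with DESeq2, 432 and 278 with RLE size factors, 454 and 263 with library size alone, 411 and 287 with the GC correction, and 386 and 268 with chromosome medians removed. The 6 fits that each left out one library gave 366 to 456 lower and 226 to 338 higher genes. The replicate block gave 434 and 285, and with the GC correction 407 and 295. Lower genes were 61.3% of the calls, and between 55.1% and 64.4% under the alternatives that kept the threshold.

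The log2 fold change of kiaa1522 kept its sign and significance under all 16 alternatives set for it, from 0.71 to 0.78, and 0.73 with the replicate block. That of TNFR2 stayed between -0.16 and -0.050 and above an adjusted p of 0.05 in all 16 (adjusted p 0.25 to 0.75 over edgeR's and DESeq2's tests). That of TNFR1, -0.0013, changed sign with DESeq2 (0.0020), RLE size factors (0.0022), every gene with at least 1 count (0.0040), at least 10 counts in every library (0.0074), the GC correction (0.066), the block with the GC correction (0.066) and chromosome medians removed (0.0018), and ranged from -0.029 to 0.017 over the 6 fits that each left out one library. It was never significant, and the cause of the sign changes was not tested. Xiap ranged from -2.70 to -0.59 over those 6 fits. It became significant without sgkiaa1522 replicate 3, which alone of its group was at the sgcontrol level (adjusted p 3.8e-04 to 0.53 over its alternatives in edgeR's and DESeq2's tests with Benjamini-Hochberg adjustment). Bcl2 and Birc5 kept direction and significance under all alternatives run. Between 44 and 47 of the 50 genes of Supplementary Fig. 3C were lower and significant.

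The falls of the NFκB target, immediate-early, cholesterol synthesis, E2F target and interferon-stimulated lists kept direction and significance under the 18 alternatives run for each. The ERK output list lost significance in fgsea (normalized enrichment score 1.31, adjusted p = 0.17), and the cisplatin transport and repair list gained it in fry (-0.16, adjusted p = 0.028), a test that does not set the list against other genes. The cause was not tested. TPM of TNFR2 labelled sgkiaa1522 moved to 9.49 with the mean transcript length, and on the log2(TPM + 1) scale the group means were 3.53 and 3.50.

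Of the 22 genes named singly, 19 kept direction and side of the threshold in all alternatives set for them. Yars lost significance in 3 of the fits that left out one library and Gm21982 in 3, and Tnfaip3 gained it without sgcontrol replicate 3 (-1.17). In all, 6 such results became weaker and 1 stronger.

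No pseudocount or filter on normalized values was tried, because the files hold counts. Genes with a library under 10 counts, such as Tnfrsf11b, have no value under that filter. Fmod and AU021092 have none in the fits without a sgcontrol library, where their counts summed to 500 or less, and Mcpt2 and Mcpt4 were under the filter of 500 counts and were not tested. With 3 libraries in each group no exact test of a single value can fall below 0.1. In simulated libraries of the same number and depth, 99.0% of the genes changed by a log2 fold change of 2 were recovered.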

Differences from the paper's values

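In the volcano plot, 21 fold changes could be read, and 5 differ from the values here by more than the larger of the standard error and the reading error of the figure, all with the same sign in both. An alternative is named where its value lay within this bound, which a small shift can decide. The alternatives named were set before the data were examined. The paper's reading lay below the value here for every gene read that fell. It also did so for every gene read that rose, except Tnfrsf11b, whose value here was computed against the floor. That floor value of 6.45 is a lower bound, so Tnfrsf11b was not counted as differing from the paper's reading of about 7.4. Its fitted log2 fold change was 7.51, which lies above that reading. The differences were thus mostly in one direction. The log2 fold change of Vcam1 was -2.77, against the paper's value of about -2.9 in Fig. 4a, read by eye. With the GC correction, with or without the replicate block, and without sgcontrol replicate 2, sgcontrol replicate 3, sgkiaa1522 replicate 1 or sgkiaa1522 replicate 3 it lay within this bound, and with the other 10 alternatives it did not. That of Hpse was -3.70, against the paper's about -3.8 in Fig. 4a, read by eye. It lay within the bound with library size alone, the block (-3.70), the GC correction (-3.71) with or without the block, and without sgcontrol replicate 1, sgcontrol replicate 2 or sgkiaa1522 replicate 3, and not with the other 9 alternatives. With the block and the GC correction the value hardly moved. That of Anxa8 was -2.16, against the paper's about -2.3 in Fig. 4a, read by eye. It lay within the bound without sgcontrol replicate 1 or sgkiaa1522 replicate 1, and not with the other 14 alternatives. That of Cxcl1 was -3.18, against the paper's about -3.3 in Fig. 4a, read by eye. It lay within the bound with edgeR's exact and likelihood ratio tests, DESeq2, library size alone, the GC correction with or without the block, and without sgcontrol replicate 1, sgcontrol replicate 2, sgkiaa1522 replicate 1 or sgkiaa1522 replicate 2, and not with the other 6. That of Fos was -2.46, against the paper's about -2.6 in Fig. 4a, read by eye. It lay within the bound with library size alone, the block, and without sgcontrol replicate 1, sgcontrol replicate 2 or sgkiaa1522 replicate 1, and not with the other 11.

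TPM of TNFR2 was 10.6 in the sgcontrol libraries, against the paper's value of about 3.7 in Supplementary Fig. 5A, read by eye, and 10.3 in the libraries labelled sgkiaa1522, against the paper's about 4.0 in the same figure, read by eye. None of the alternatives set before the data were examined closed either gap. On the log2(TPM + 1) scale, which was chosen after seeing the values, the means were 3.53 and 3.50, each within 1.5 times of the paper's value. That scale does not reconcile the groups, since the mean is lower in the libraries labelled sgkiaa1522 here and higher in the figure.

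The paper draws TNFR2 mRNA as higher in the libraries labelled sgkiaa1522 in Supplementary Fig. 5A, with a mark of significance. Here it had a log2 fold change of -0.12 with an adjusted p of 0.30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a negative one under every alternative run. The paper names Xiap among the genes that fell. Here Xiap had a log2 fold change of -1.02 with an adjusted p of 0.28 from the same test, and it passed the threshold only in the fit without sgkiaa1522 replicate 3 (-2.70). The paper puts the TNFα-NFκB set at the top of the HALLMARK sets in Fig. 4b. Those sets were not used here, and among the hand-written lists the smallest p for genes called lower was that of the interferon-stimulated list (one-sided Fisher's exact test, p = 1.9e-04), followed by the NFκB target list (p = 3.8e-04 from the same exact test).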

Other observations

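In this part, the tests of library size, most counted genes, GC content, gene length and the spread of chromosome medians for the genes called were set beforehand. So were those of mast cell markers and of the NFκB target and immediate-early lists. All others, the removal of chromosome medians among them, were chosen only after the result was seen. Directions are for the libraries labelled sgkiaa1522, in which kiaa1522 mRNA was higher.

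Of the 10 splits of the 6 libraries into 3 and 3, the 4 that part all 3 same-numbered pairs are comparable with the real one, and 1 of them, the real split, gave as many calls as the 711 found. The other 9 splits gave 0 calls, and at an unadjusted p under 0.05 they gave at most 587 genes, against 5889 for the real one. The 6 splits outside the comparison part 1 pair. With 4 comparable splits the real one can rank no better than 1 of 4, so the rank alone could not exclude chance. The median totals of the groups had a ratio of 0.978 and their ranges overlapped. The share of counts in the 10 most counted genes differed by -0.10 percentage points between the libraries labelled sgkiaa1522 and the sgcontrol libraries, with overlapping ranges. After correction for GC content 698 genes were called. The Spearman correlation of the log2 fold change with exon length across genes, which are not independent replicates, was 0.22, below the bound of 0.3 set for it. Library size, the most counted genes and GC content do not account for the calls. No fit corrected for gene length was run, so the correlation alone cannot exclude that length accounts for some of them. The spread of the chromosome medians (permutation p = 0.0001, the smallest they can give) is consistent with a difference in copy number between the 2 cell populations, which may account for part of the calls. With chromosome medians removed, 386 genes were lower and 268 higher, of which 354 and 238 were among those called without the removal, so it does not account for most of them. How much of the remainder follows from kiaa1522 editing and how much from the separate growth of the populations cannot be told from these libraries.

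The falls of Mcpt1 (-5.25) and Cma1 (-2.80) concern mast cell proteases. Mcpt1, Mcpt2, Mcpt4, Cma1 and Mcpt8 lie together on chromosome 14 from 55941451 to 56085273. Mcpt2 had 51, 48 and 58 counts in the sgcontrol libraries and at most 2 in the others, at least 17.2-fold lower, and Mcpt4 had 105, 124 and 122 against at most 1, at least 38.3-fold lower. Mcpt8 had a log2 fold change of -0.64. Mast cells in the sgcontrol cultures would bring other markers, but 0 of the 5 markers Cpa3, Kit, Fcer1a, Ms4a2 and Hdc were above 3 counts in every sgcontrol library. Of the 16 genes of the mast cell list, 9 were at or under 3 counts in every sgcontrol library. Tpsab1, a tryptase outside the cluster, had 163, 181 and 134 counts there and 234, 264 and 167 in the libraries labelled sgkiaa1522, so it did not fall with the cluster. The markers thus give little evidence of mast cells in the sgcontrol cultures. The 20 flanking tested genes had a median of -0.42, with Gzme at -1.20 and Cryl1 at -3.13 among them. Loss of a wider region that takes in most of these genes does not account for the falls of Mcpt1 and Cma1, but genes outside the cluster do not test a loss confined to it. Mcpt8, inside the cluster, kept 577, 745 and 701 counts in the libraries labelled sgkiaa1522. This argues against a loss of the cluster that takes in Mcpt8. A loss confined to its other genes, or a change in the expression of the cluster, may remain as a hypothesis.

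All 50 genes of Supplementary Fig. 3C fell, and 2 general explanations were tested, NFκB targets and immediate-early genes. The interferon-stimulated and E2F target lists fell further, with mean log2 fold changes of -0.65 and -0.53. Neither was tested as an explanation for the 50 genes, so the 2 tested are not the only candidates. The hand-written NFκB target list fell against other genes (camera, unadjusted p = 0.0131), and so did the immediate-early list (camera, unadjusted p = 0.0246). These lists hold 10 and 11 of the drawn genes, all of which fell, so the 2 tests partly restate the fall and do not decide for either explanation. Without the genes drawn in Supplementary Fig. 3C, the 32 remaining NFκB targets had a mean log2 fold change of 0.021 (limma's camera test, adjusted p = 0.566) and the 23 remaining immediate-early genes had a mean of -0.021 (limma's camera test, adjusted p = 0.53). Each of the removed genes fell here, so their removal moves these means upward, and the paper does not say how it chose them. Single targets outside Supplementary Fig. 3C fell too, Ccl2 by -2.84, Nfkbie by -1.42, Zc3h12a by -1.30 and Bcl3 by -1.23. Each had an adjusted p of at most 7.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Others rose, Ptgs2 by 1.36, Tnfaip2 by 1.21, Myc by 0.78 and Traf1 by 0.77 (adjusted p at most 0.0085 each from the same test). Of the 42 tested targets in the list, 17 were significantly lower and 10 significantly higher in this test. Of the 4 comparable splits, 1, the real one, gave as many of the 50 genes changed, and the other 9 of all 10 gave 0, with at most 587 genes at an unadjusted p under 0.05 over all tested genes. With chromosome medians removed, 44 genes were lower, so the shifts of whole chromosomes do not explain the fall.

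Xiap was at 220 and 348 counts in sgkiaa1522 replicates 1 and 2 and at 2390 in replicate 3. A count of 220 is far above the floor of 3, so depth does not explain the low values. Fragments of single genes lost from single libraries during counting would leave such genes low far more often than high, and 64.6% of the genes in which 1 library was at least 4-fold from the other 2 of its group were low in that library. That count does not describe Xiap, which was low in 2 libraries of its group and high in the remaining one, so it neither excludes nor favours such a loss and the low values stay unexplained. No biological difference between replicates is given by the design, and none was tested.

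The real split gave the largest mean log2 fold change in size among the 4 comparable splits for each of the 7 lists, which is 1 of 4 for the NFκB target, ERK output, immediate-early, cholesterol synthesis, E2F target, interferon-stimulated, and cisplatin transport and repair lists, the best rank that 4 splits allow, so the rank alone could not exclude chance. For the NFκB target list its size was 0.30 against at most 0.13 in the other 9 splits, and for the E2F target list 0.53 against at most 0.22.

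The cisplatin signatures of Fig. 4e were not used here. A hand-written list of genes of cisplatin transport, detoxification and repair, of which 41 were tested, had a mean log2 fold change of -0.16 (camera, adjusted p = 0.51, and 0.42 with the replicate block). Of these genes, 3 were called lower (7.32%, one-sided Fisher's exact test, p = 0.26, adjusted p = 0.31 over the 7 lists), and 13 were significantly lower and 9 significantly higher in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

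Among transcripts other than those of kiaa1522, sg-1 had 0 sites with at most 3 mismatches and an adjacent NGG, and sg-2 had such sites in 3 genes, Adamts12, Gm20658 and Shank1. Only transcripts were searched, not the genome.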
